# RNA localization during early development of the axolotl

**DOI:** 10.3389/fcell.2023.1260795

**Published:** 2023-10-19

**Authors:** Kateřina Šimková, Ravindra Naraine, Jan Vintr, Vladimír Soukup, Radek Šindelka

**Keywords:** RNA localization, early development, *Ambystoma mexicanum*, animal-vegetal axis, TOMO-seq

## Abstract

The asymmetric localization of biomolecules is critical for body plan development. One of the most popular model organisms for early embryogenesis studies is *Xenopus laevis* but there is a lack of information in other animal species. Here, we compared the early development of two amphibian species—the frog *X. laevis* and the axolotl *Ambystoma mexicanum*. This study aimed to identify asymmetrically localized RNAs along the animal-vegetal axis during the early development of *A. mexicanum*. For that purpose, we performed spatial transcriptome-wide analysis at low resolution, which revealed dynamic changes along the animal-vegetal axis classified into the following categories: profile alteration, *de novo* synthesis and degradation. Surprisingly, our results showed that many of the vegetally localized genes, which are important for germ cell development, are degraded during early development. Furthermore, we assessed the motif presence in UTRs of degraded mRNAs and revealed the enrichment of several motifs in RNAs of germ cell markers. Our results suggest novel reorganization of the transcriptome during embryogenesis of *A. mexicanum* to converge to the similar developmental pattern as the *X. laevis*.

## Introduction

Asymmetric distribution of biomolecules and asymmetric cell division is a crucial mechanism during stem cell division and the development of body tissues and internal organs. Moreover, it plays a critical role in the early development of many animal species. Maternal determinants such as proteins and RNAs (coding and non-coding), are asymmetrically distributed within the oocyte and early embryos. Thus, cell division often results in two unequal daughter cells with distinct fates. This phenomenon has been observed mainly in fish—*Danio rerio* (Howley and Ho, 2000)—and anuran amphibians—*Xenopus laevis* (Forristall et al., 1995; Kloc and Etkin, 1995; Sindelka et al., 2018; 2010) or *Rana pipiens* (Nath et al., 2005)—but interestingly there is no evidence of determinants localization in early mammalian embryos (Vinot et al., 2005). Likewise, our knowledge on the early development of other non-mammalian vertebrates, such as urodeles amphibians is still limited. In one of these urodeles, the Mexican axolotl (*Ambystoma mexicanum*), the maternal asymmetrical localization of several genes during the early development has been described (Vaur et al., 2003; Bachvarova et al., 2004). However, the whole transcriptome analysis, which could have the potential to reveal the similarities and differences between embryos of two close amphibian orders, is still missing. Therefore, we performed the comparison of RNA localization during the early development of the frog *X. laevis* (order *Anura*) and the axolotl *A. mexicanum* (order *Urodela*).

The anuran amphibian, like *X. laevis*, lays a copious number of large sized eggs (∼1.3 mm) which show a clear delineation of two hemispheres. The animal hemisphere is typically dark due to pigment granules and contains the germinal vesicle, while the vegetal hemisphere is light and full of yolk proteins and contains important organelles such as the endoplasmic reticulum, Golgi apparatus and mitochondria (Dumont, 1972). Eggs of urodele amphibians, like *A. mexicanum,* are typically larger (∼2 mm) and also show a clear animal and vegetal hemisphere (Schreckenberg and Jacobson, 1975; Bordzilovskaya and Dettlaff, 1979). In amphibians, the hemispheric distinction occurs during oogenesis, and simultaneously asymmetric distribution of maternal RNAs and proteins is established. The gradient formation of maternal molecules is the first step in the establishment of the animal-vegetal (A-V) axis, which is important for the development of the germ layers. In *X. laevis,* the blastomere fate mapping shows that the animal part of the embryo contributes to the ectoderm formation, the vegetal part into endoderm structures and the equatorial segment into mesodermal structures (Moody, 1987a; Moody, 1987b). To study Urodeles gastrulation, cell lineage tracing was performed in *A. mexicanum* (Lundmark, 1986), but comparatively thorough blastomere fate mapping of early embryos has never been done. On the other hand, the fate mapping in related urodele *Pleurodeles waltl* shows a similar blastomeres contribution to the formation of body structures as in *X. laevis* (Delarue et al., 1997)*.* However, it is still unknown to what extent the gross similarities in blastomere fate-mapping reflect similarities in the distribution of molecular components along the A-V axis.

In our laboratory, we focus on the identification of asymmetrically distributed biomolecules in oocytes and early embryos of many animal species. Recently, we identified about 15000 maternal transcripts asymmetrically localized along the animal-vegetal axis in *X. laevis* oocytes (Sindelka et al., 2018). These mRNAs were classified into four localization profile groups: extremely animal, animal, vegetal and extremely vegetal. We identified most of the mRNAs in the animal hemisphere—94%. The extremely animal group contains 2.8% mRNAs, which are important mainly in transcription and translation regulation. While animal localization is probably formed through diffusion, the localization in extremely animal sections seems to be caused by the yet undiscovered active transport mechanism. In the vegetal and extremely vegetal sections, we identified 1.3% and 0.2% of the total mRNAs respectively.

Previous studies have shown the presence of three distinct pathways for vegetal RNA localization. The first one is called the early pathway (also known as METRO) and is used mainly for the localization of germ plasm determinants such as *nanos1* (Forristall et al., 1995; Kloc and Etkin, 1995; Zhou and King, 1996), *dazl* (Houston et al., 1998) and *ddx25* (MacArthur et al., 2000)*.* During early oogenesis, mRNAs diffuse from the nucleus to be entrapped by the mitochondrial cloud (in fish, called Balbiani body). Later the whole structure is transported towards the vegetal pole to be anchored in the narrow region of the oocyte vegetal cortex (Forristall et al., 1995; Chang et al., 2004). The localization through the late pathway takes place at later stages of oogenesis. This pathway includes mainly mRNAs essential for the germ layer development, such as *gdf1* (also called *Vg1*) (Melton, 1987; Forristall et al., 1995; Kloc and Etkin, 1995; Deshler et al., 1997) and *vegt* (Lustig et al., 1996; Stennard et al., 1996; Zhang and King, 1996). The late pathway components are localized to the vegetal region by a microtubule-dependent mechanism and then anchored in the wide region of the vegetal cortex. In addition, the existence of mRNAs sharing some characteristics of both major pathways led to the categorization of the new intermediate pathway. Examples of such mRNAs include *dnd1* (Horvay et al., 2006)*, grip2* (Clauβen et al., 2011) and *plin2* (Chan et al., 1999).

In anuran amphibians and teleost fish, the primordial germ cells (PGCs) are produced from germ plasm determinants that migrated to the vegetal hemisphere during oogenesis. (Mahowald and Hennen, 1971; Whitington and Dixon, 1975; Heasman et al., 1984; Knaut et al., 2000). This mechanism of PGCs formation, known as preformation, involves germ plasm repression of transcription of somatic genes in the primordial germ cells (PGCs) leading to germ line segregation (Venkatarama et al., 2010). Another mechanism of PGCs determination, epigenesis (also called induction), is found in *M. musculus*, and involves the production of PGCs through the induction of pluripotent cells of early gastrula by extracellular signals in a germ plasm-independent manner (Tam and Zhou, 1996). Germ plasm has never been observed in urodele oocytes or eggs and therefore it is believed that the germ line of these amphibians is also most probably determined by epigenesis (Johnson et al., 2001).

In teleost fish, such as *D. rerio*, the maternal determinant gradients along the animal-vegetal axis are established during oogenesis similarly to amphibians. Surprisingly, these gradients are disrupted shortly after fertilization in the RNA translocation phenomenon, which is indispensable for germline and germ layer development. This is observed for the vegetally localized germ plasm components (*dnd1, nanos1* and *ddx4*) which migrate to the animal pole after fertilization (Howley and Ho, 2000; Weidinger et al., 2003; Theusch et al., 2006). The post-fertilization translocation is connected with the cytoplasm segregation from the vitelloplasm resulting in the creation of a blastodisc, that will give rise to the embryo (reviewed in Fuentes et al., 2018). The process is accompanied with slow and fast cytoplasmic flow. While the actin-dependent slow cytoplasmic flow translocates vegetally localized *dazl* towards the animal pole, fast cytoplasmic flow transports dorsal determinants (*grip2a* and *wnt8a*) along microtubules to the dorsal side of the embryo (Lu et al., 2011; Tran et al., 2012; Ge et al., 2014; Welch and Pelegri, 2015). During cell division, the cells at the base of blastodisc containing germ plasm markers adopt a germ cell lineage fate (Hashimoto et al., 2004; Kosaka et al., 2007).

When the animal-vegetal axis is established the determination of the left-right and dorsal-ventral axis can start. The first step in the establishment of the dorsal-ventral axis occurs in *X. laevis* shortly after fertilization. The sperm penetrates to the future ventral side and this event leads to the process known as cortical rotation. The cytoplasmic movement and cytoskeleton reorganization give rise to a grey crescent, which is the base for the origin of the Niewkoop center and the gastrulation induction center—The Spemann organizer (Vincent et al., 1986; Vincent et al., 1987). The Spemann organizer is formed through the crosstalk of two signaling pathways (Agius et al., 2000; Nishita et al., 2000). For the activation of the Wnt pathway, it is necessary to stabilize β-catenin on the dorsal side of the embryo. The stabilizing factors are originally present in the vegetal hemisphere but are transported to the dorsal side after the cortical rotation. Here, stabilizing factors can act on β-catenin leading to the expression of zygotic genes (*siamois, twin*) (Brannon et al., 1997; Laurent et al., 1997). The second signaling pathway occurs shortly after fertilization. It is known that some vegetally localized mRNAs (*vegt*) are translated after fertilization and proteins diffuse to the equatorial region of the egg. These proteins regulate the gene expression of *transforming growth factor-beta* (TGFβ) family members (Kofron et al., 1999) The cooperation of β-catenin*-*activated genes and TGFβ family genes direct the formation of Spemann organizer and initiate gastrulation (Agius et al., 2000; Nishita et al., 2000).

While the role of asymmetric RNA distribution in the animal-vegetal axis establishment has been confirmed, the induction of dorsal-ventral and left-right axes appears to be independent on RNA localization in *X. laevis*. In (Levin et al.,2002) revealed the asymmetric distribution of mRNA H+-V-ATPase using *in situ* hybridization and he outlined a possible role in left-right axis induction, but this hypothesis has been disproven a few years later. The single blastomere transcriptome analysis of 8-cell stage *Xenopus tropicalis* embryos also revealed the absence of any RNA pattern along the dorsal-ventral and left-right axis (De Domenico et al., 2015). Moreover, in our laboratory, we analyzed the expression of genes that have been previously connected with the dorsal-ventral pattern (for example *dvl2, dvl3, gsk3b, ctnnb1* and *wnt11*) and confirmed the non-existence of RNA asymmetry (Flachsova et al., 2013). These results indicate the involvement of other biomolecules, such as proteins, in the establishment of these axes in anurans.

Previously, we compared localization profiles of matured eggs along the animal-vegetal axis among various model organisms (*X*. *laevis, D*. *rerio, A*. *mexicanum* and *Acipenser ruthenus*) and revealed the relatively low conservation in RNA localization (Naraine et al., 2022). Here, we continue using urodele *A*. *mexicanum* to study the spatiotemporal changes during early development in comparison to anuran amphibians. We identified asymmetrically localized RNAs along the animal-vegetal axis and revealed that many identified RNAs show dynamic pattern changes in stages before the onset of mid-blastula transition (MBT), the event of embryonic genome activation. The detected changes were classified into two groups. The first group contains genes that are transcribed *de novo* before MBT, showing the gradual activation of the embryonic genome. In the second group, there are genes whose transcripts are partially degraded after fertilization. Surprisingly many degraded genes are germ plasm markers suggesting preformation as a conserved mechanism for vertebrates as mentioned in (Škugor et al., 2016). Many of *de novo* or degraded transcripts shows altering profiles during development. In addition, we found motifs conserved in PGC transcripts of *A. mexicanum* and suggested its possible role in the early development of urodeles.

## Methods

### Ethics approval

All experimental procedures involving model organism *A. mexicanum* were carried out in accordance with the Czech Law 246/1992 on animal welfare. *A*. *mexicanum* animals were from the colony of the Department of Zoology, Faculty of Science, Charles University, Prague, Czech Republic, and all protocols were approved by the Faculty of Sciences of Charles University.

### Embryos collection

*A. mexicanum* male and female adults were kept together in an aquarium and after natural stimulation, the females laid eggs. Samples were prepared in two independent experiments and using two different females and males. The gel envelope was first removed from the eggs using tweezers. Eggs were then collected and incubated in sterile 1× Steinberg’s solution containing Pen-Strep (Sigma). Embryos at the 1-, 4-, 64- and 1K-cell stages were embedded in Tissue-Tek O.C.T. Compound (Sakura) with the animal pole oriented at the top. All samples were then stored in the freezer at −80°C.

### Sample preparation

Samples were subsequently incubated in the cryostat chamber (Leica CM 1950, USA) at −24°C for 10 min and then cut into 30 μm slices along the animal-vegetal axis as shown in Figure 1A. The slices were pooled and equally distributed into 5 tubes. The tube labelling corresponded to embryo orientation: A—extremely animal segment, B—animal, C—central, D—vegetal, E—extremely vegetal.

**FIGURE 1:**
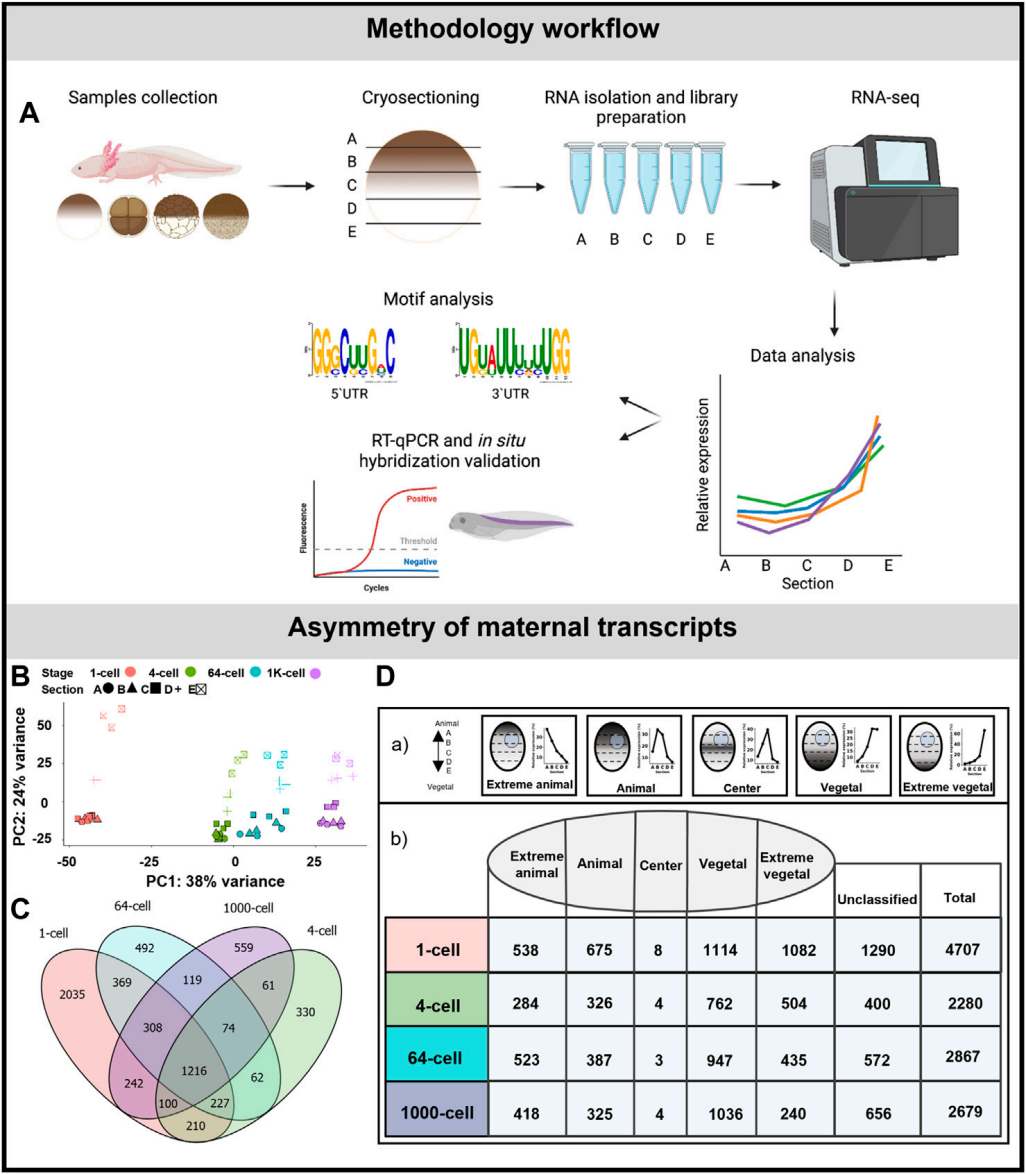
Asymmetric localization of maternal transcript in *A. mexicanum* early embryos. **(A)** Schematic representation of the workflow. **(B)** PCA of 500 most variable transcripts show high variability among developmental stages and embryo sections. **(C)** The diagram of shared DLTs among developmental stages. **(D)** Number of DLTs in each localization category. DLTs in the unclassified category represent those that did not fit into any of the five defined profiles.

### RNA isolation and reverse transcription

The samples were homogenized in 300 μl of TRIReagent^®^ (Sigma-Aldrich, USA) and total RNA was extracted according to the manufacturer’s protocol. LiCl precipitation was performed to remove inhibitors present in the yolky vegetal hemisphere. The concentration of RNA was measured using NanoDrop-2000 (ThermoFisher, USA) and sample quality was assessed using 5200 Fragment Analyzer (Agilent, USA).

The cDNA was prepared using 30 ng of total RNA and RNase-free distilled water (ThermoFisher, USA) in a volume of 5.5 μl and a reaction mixture was added containing 0.5 μl of dNTPs (10 μM each, ThermoFisher, USA), 0.5 μl of oligo-dT and random hexamer (1:1 mixture, 50 μM each, ThermoFisher, USA), and 0.5 μl of RNA-spike (TATAA biocentre, Sweden). The mixture was incubated for 5 min at 65°C and 10 min at 4°C. During the second step, the second mixture was added containing 2 μl of 5xRT Buffer (ThermoFisher, USA), 0.5 μl of RnaseOUT (ThermoFisher, USA) and 0.5 μl of Maxima H Minus Reverse Transcriptase (ThermoFisher, USA). The reaction proceeded as follows—10 min at 25°C, 30 min at 50°C, 5 min at 85°C and cooling to 4°C. The cDNA was diluted to 100 μl using Tris-EDTA buffer solution (Sigma-Aldrich, USA) and stored at −20°C.

### Primer design and qPCR

qPCR was performed to detect the localization of known genes (list of used primers is attached in Supplementary Table S1). PCR primers were designed using Primer3 (Untergasser et al., 2012). The expected length of qPCR products was 80–120 bp and the annealing temperature was 60°C. Geneious prime (version 2021.2) was used to increase the specificity of designed primers and to avoid targeting RNA isoforms.

qPCR reaction mix with a total volume of 7 μl contained 2 μl of cDNA, 0.29 μl of forward and reverse primers mix (1:1, 10 μM each), 3.5 μl of 2x TATAA SYBR^®^ GrandMaster^®^ Mix (TATAA Biocenter, Sweden) and 1.21 μl of RNase-free distilled water (ThermoFisher, USA). qPCR was performed using CFX384 Real-Time System (Bio-Rad, USA) as follows: the initial denaturation for 3 min at 95°C, 45 cycles of denaturation for 15 s at 95°C, annealing at 60°C for 20 s and extension at 72°C for 20 s. qPCR melting curves were analyzed to test the reaction specificity. qPCR data were analyzed using workflow published in Sindelka et al., 2008.

### Library preparation

We used 100 ng of a total RNA for library preparation. Ribosomal RNA depletion was performed using Ribocop rRNA Depletion Kit V1.3 (Lexogen, Austria). Libraries were prepared using NEBNext^®^ Ultra™ II Directional RNA Library Prep Kit for Illumina^®^ (New England Biolabs, USA). The number of PCR cycles was set at 12 cycles according to the initial RNA concentration. Library concentration was measured with a Qubit 4 Fluorometer (ThermoFisher, USA) and quality was assessed using a 5200 Fragment Analyzer (Agilent, USA). The pooled libraries were sequenced using Illumina NextSeq 500, high-output 150 bp run.

### Molecular cloning

The cDNA of *grip2, dnd1, rbpms2* and AMEXTC_0340000004005 was PCR amplified using primers (Supplementary Table S2) designed for a full length cDNA. PCR reaction mix contained 5x Phusion green HF buffer (ThermoFisher, USA), 10 μM MgCl_2_ (ThermoFisher, USA), 10 μM dNTP_3_ (ThermoFisher, USA), Phusion Hot Start II DNA Polymerase (ThermoFisher, USA), UltraPure dH_2_O (Invitrogen, USA) and forward and reverse primers. PCR program run as follows: initial denaturation at 98°C for 30 s, 39 cycles of denaturation for 10 s, annealing at 55°C for 30 s and extension at 72°C for 2 min.

The plasmid pBluescript II KS+ and amplified cDNA were digested using *XhoI* and *NotI* (New England Biolabs, USA). 5′-ends of DNA were dephosphorylated using CIP (calf intestinal alkaline phosphatase, New England Biolabs, USA) and then DNA insert was inserted into vector DNA in a ligation reaction. Ligation mix contained T4 DNA Ligase Buffer (New England Biolabs, USA), vector DNA, insert DNA, RNase-free distilled water (ThermoFisher) and T4 DNA ligase (New England Biolabs, USA). The mix was incubated overnight at 16°C. Then, the reaction was stopped at 65°C for 10 min.

NEB 5-alpha competent *E. coli* was used for a transformation (High efficiency, # C2987I, New England Biolabs, USA) according to the manufacturer’s protocol: High Efficiency Transformation Protocol (C2987H/C2987I). After that, the individual clones were sequenced to screen for the presence of the expected sequences. Correct plasmids were purified using Plasmid Midi Kit (Qiagen, Germany).

### Probes preparation and whole mount *in situ* hybridization

Plasmids were linearized in the restriction digest reaction. The mix contained 7 μg of plasmid DNA, NEB restriction enzyme (New England Biolabs, USA) and 10x NEB buffer 3.1 (New England Biolabs, USA). Mix was incubated overnight in a 37°C water bath. Linear DNA was cleaned up using QIAquick PCR Purification Kit (Qiagen, Germany). During the transcription reaction, we mixed 2 μg of linear template, 4 μl of 5x transcription buffer (Agilent, USA), 2 μl DIG RNA labelling mix (Roche, Switzerland), 2 μl of the T7 polymerase (Agilent, USA) and water in total volume of 20 μl. The mixture was incubated in a 37°C water bath for 3 h. Then, the mix was cleaned using LiCl. Finally, the RNA probe quality was tested using formaldehyde gel.

*In situ* hybridization was performed on whole mounts as described previously (Soukup et al., 2021) with slight modifications. Briefly, rehydrated *A. mexicanum* albino (d/d) embryos were digested in 60 μg/ml Proteinase K in PBS, fixed in 4% formaldehyde + 0.2% glutaraldehyde for 30–120 min, transferred into hybridization solution (50% formamide, 1x Denhardt’s, 1 mg/ml yeast RNA, 0.1% Tween-20, 10% dextran sulfate, 1x salt solution containing 0.2 M NaCl, 8.9 mM Tris-HCl, 1.1 mM Tris base, 5 mM NaH_2_PO_4_.H_2_O, 5 mM Na_2_HPO_4_ and 5 mM EDTA), and incubated overnight in hybridization solution containing RNA probe (1:1,000–1:100). Next day, the specimens were washed several times in post-hybridization solution (50% formamide, 4 × SSC, 0.5% Tween-20) and transferred via MABT buffer (100 mM maleic acid, 150 mM NaCl, 0.1% Tween-20) into blocking solution (2% blocking reagent, 20% sheep serum, in MABT buffer). Following blocking, the specimens were incubated overnight in the blocking solution containing alkaline phosphatase-conjugated antibody against DIG (Roche, 1:3,000) at 4°C. The specimens were washed several times in the MABT buffer. Following the overnight MABT wash, the samples were transferred into NTMT buffer (0.1 M Tris, 0.1 M NaCl, 0.05 M MgCl_2_, 0.1% Tween-20) and incubated in BM Purple substrate (Roche) at 4°C until desired signal developed.

### RNA-seq data processing and analysis

RNA-seq reads were processed as previously described in Naraine et al. (2022). Adaptor sequences and low quality reads were removed using TrimmomaticPE (v. 0.36) (Bolger et al., 2014) using the parameters, “HEADCROP:12 ILLUMINACLIP:∼/TruSeq-PE3.fa:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36.” Mitochondrial RNA reads (GenBank id: AY659991.1) and any remaining rRNA reads were removed using SortMeRNA (v. 2.1b) (Kopylova et al., 2012). The reads were then pseudo-aligned to the *A. mexicanum* transcriptome AmexT_v34 (Nowoshilow and Tanaka, 2020) using kallisto (v. 0.43.1) (Bray et al., 2016). The data were deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus (GEO: GSE240796).

Raw counts were initially filtered to keep transcripts with counts greater than 30 in at least one sample. DESeq2 (v. 1.32.0) (Love et al., 2014) was used to normalize the counts using the median-of-ratios method followed by differential expression analysis to determine differential localization of transcripts along the animal-vegetal sections in the 1-cell, 4-cell, 64-cell, 1K-cell stages; changes in the sectional profile across all stages; and changes in the total transcript across the stages. The median-of-ratios normalization method was used to focus primarily on the extremely localized transcripts.

The following DESeq2 design models were used:

1) Alteration between the sections at the same stage:
  a) design: ∼replicate + position; reduced design: ∼replicate
2) Alteration in the profiles across the different stages:
  a) Transcripts with altered profiles: design: ∼Stage + position + Stage:position; reduced: ∼Stage + position
  b) Transcripts with altered magnitudes: design: ∼Stage + position; reduced: ∼Stage
3) Alteration of the total transcript count between the different stages:
  a) design: ∼Stage; reduced: ∼1; uses the sum of the normalized counts for each sample as input counts

The Principal Component Analysis (PCA) of the top 500 variable transcripts was assessed for the presence of any outlier samples. Differentially localized transcripts (DLTs) were defined as those with an adjusted *p*-value (padj) value less than 0.01 and also a total transcript count greater than 20 within at least one stage. Human gene symbols were assigned based on the previous ortholog analysis from Naraine et al., 2022, whereby *A. mexicanum* gene symbols were either matched against all known *Homo sapiens* gene symbols or derived from the similarity between its protein sequences as compared against the *H. sapiens* proteome using the reciprocal best alignment heuristic tool Proteinortho (v. 6.0.9) (Lechner et al., 2011).

The spatial expression profiles of the DLTs were then characterized into five discrete categories (extreme animal, animal, central, vegetal, extreme vegetal) based on the parameters previously described in Naraine et al., 2022. The central category represents a new category of localized maternal transcripts that was observed primarily in the eggs of *A. mexicanum* and *A. ruthenus* (Naraine et al., 2022). The other four profile parameters remained unchanged from the previous publication describing sub-location in *X.* laevis (Sindelka et al., 2018). DLTs that did not fit into these defined parameters were labelled as unclassified. Profile changes in the DLTs across the whole stages and within the stages were assessed using the degPatterns function from DEGreport (v. 1.28.0) package (Pantano et al., 2023). Profiles where the DLTs showed a fold change of 3x or 2x difference between either the stages or the sections respectively were selected. The validity of the profiles was verified using optCluster (v. 1.3.0) with the “Diana” clustering algorithm (Sekula et al., 2017).

Gene ontology terms associated with the genes were obtained using online software g:Profiler (access date: 14/02/23) using the default parameters of the annotated human reference, multiple testing correction using g:SCS threshold with a cutoff of 0.05 (Raudvere et al., 2019). Gene ontology terms clustering and removal of redundant terms were done using Revigo (access date: 14/02/23) with the default parameters of the whole UniProt reference database and SimRel semantic similarity measurement (Supek et al., 2011).

### Motif analysis

We analyzed the presence of motifs unique within the UTRs of *A. mexicanum* PGC markers that might be responsible for its degradation. This was done by comparing their 3′ and 5′UTRs against shuffled versions of their sequences or the UTRs from *X. laevis* PGC genes. We also analyzed for enrichment of motifs within the vegetal and animal transcripts using the previously observed vegetal and animal motifs that were detected in *A. mexicanum* oocytes (previously published by Naraine et al., 2022). Analyzing the 3′UTR sequences, we also checked for *de novo* motifs that might be enriched selectively within the degraded transcripts versus the *de novo* transcripts and also between the animal and vegetal groups.

Motifs were detected using the STREME software (v. 5.5.2) (Bailey, 2021) under the following conditions: *p*-value < 0.05 and motif width = 6 to 25. The motif enrichment in primary sequences compared with control sequences was assessed using AME (e-value ≤ 0.05) (v. 5.5.2) (McLeay and Bailey, 2010). FIMO software (*p*-value ≤ 0.0001) (v. 5.5.2) (Grant et al., 2011) was used to scan the identified motifs against primary and control sequences. Using FIMO we obtained information about motif position within the sequences, and it was used to assemble a map of the motif distribution.

The enrichment of the previously observed vegetal and animal motifs from the paper (Naraine et al., 2022) was analysed against the UTRs of the animal and vegetal transcripts observed during embryogenesis. Significantly enriched motifs were deemed as those that gave an AME e-value ≤ 0.05 and a 3x fold enrichment in the vegetal UTRs versus the animal UTRs. In the case of the occurrence of the same or very similar motifs, we selected the motif with the lowest e-value.

Using only the PGC dataset, we continued with the analysis of putative regulatory elements in the UTRs that might explain its temporal degradation. To identify known protein binding sites and RNA binding proteins (RBPs) within the 3′UTR, we used Scan For Motif (access date: 16/03/23) with the datasets from TransTerm (E-value <= 0.175 per thousand bases) and RBPDB (E-value <= 0.001) and selected results with E-value thresholds < 0.001 (Biswas and Brown, 2014). The motifs recognized by these RBPs were compared against the list of *de novo* motifs detected by STREME using the comparison tool Tomtom (v. 5.5.2) (Gupta et al., 2007). The position probability matrices for the motif of these RBPs were downloaded from several online databases: CIS-BP-RNA (v. 0.6) (Ray et al., 2013), RBPDB (v. 1.3.1) (Cook et al., 2011) and oRNAment (access date: 12/06/23) (Benoit Bouvrette et al., 2020). Within 3′ and 5′UTR, the BEAM software (v. 1.6.1.) (Pietrosanto et al., 2018) was used to find RNA secondary structures using a *p*-value threshold cutoff of 0.01. The BEAGLE software (access date: 23/05/23) (Mattei et al., 2015) was then used to identify a conserved secondary structure either shared across all the *A. mexicanum* PGCs or unique to *A. mexicanum* relative to the PGCs in *X. laevis*, using a *p*-value threshold cutoff of 0.01. BRIO (*p*-value < 0.05) (Guarracino et al., 2021) was used to identify known sequences and structure RNA-binding motifs that are recognized by RBPs in the UTRs of *H. sapiens* and *M. musculus* from PAR-CLIP, eCLIP and HITS experiments. The AURA database (v. 2.7) was then used to screen the identified RBPs for their selective preference to either the 3′ or 5′ UTR regions (Dassi et al., 2014). For the discovery of putative binding sites for miRNA within the 3′UTR of the PGC markers, miRDB (v. 6.0) (Chen and Wang, 2020) was used with the human dataset as a reference.

## Results

### Asymmetric distribution of maternal RNA in early embryos

To describe RNA localization during early embryogenesis of *A. mexicanum*, we collected the stage of a fertilized egg (1-cell stage), 4-, 64- and 1K-cell (early blastula), which are expected to be pre-embryonic genome activation (MBT).

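Each library holds the RNA of 1 of 5 sections, from A at the animal pole to E at the vegetal pole, of a single embryo. There were 12 embryos, 3 at each of the 4 stages, and 59 libraries were used of the 60 samples labelled. The labels call section D of 1-cell replicate 3 an outlier, and it was not analysed here. Thus section D at the 1-cell stage has n = 2. The authors removed ribosomal RNA, prepared strand-specific libraries, trimmed the reads and counted them per transcript with kallisto. The deposited counts summed to a median of 3283506 per library at the 1-cell stage (14 libraries, 1780255 to 5783104) and 3534540 at the 4-cell stage (15 libraries, 1546418 to 4740660). It was 4085805 at the 64-cell stage (15 libraries, 2393917 to 6001350) and 4534277 at the 1K-cell stage (15 libraries, 2753105 to 5883288). Within a stage, section was tested with edgeR's quasi-likelihood test, with the embryo as a term of the model. A transcript was called a DLT at the paper's thresholds, an adjusted p under 0.01 and a mean total above 20. The vegetal-to-animal difference is the mean log2 level of sections D and E minus that of A and B, given with its standard error (SE); section levels are mean normalized counts ± SD over embryos. Totals per embryo are the deposited sums over sections, and the total of 1-cell replicate 3 lacks section D. Gene names stand for single transcripts, and several transcripts can carry the same symbol. The paper states that there were 2 experiments with different parents, without saying which embryos came from which, so no p-value here accounts for parents. Tests within a stage measure how section differences vary over these embryos, and tests of totals the spread between embryos. Tests of section over all stages and of its interaction with stage, without a term for embryo, treat sections of the same embryo as separate libraries. Tests of gene lists with camera rank their genes against other genes.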

Embryos were sectioned along the animal-vegetal axis using the TOMO-seq method (Figure 1A). The results were first analyzed using PCA of the 500 most variable transcripts (Figure 1B). 

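On log2 normalized CPM of the 500 most variable transcripts, PC1 carried 38.8% and PC2 15.4% of the variance of the 59 libraries. Stage accounted for 99.1% of the variance along PC1, and section for 76.5% of that along PC2. Leaving out 1 embryo at a time gave 34 to 42.8% for PC1. With DESeq2's variance-stabilized counts the axes changed places: the first (47.2%) followed section, which explained 91.7% of it, and the next (27.7%) followed stage, at 98.9%. Over all transcripts instead of 500, the axes carried 21% and 11.3%.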

PC1 showed high variability during early development, mainly between the 1-cell stage and late embryos. 

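Total counts of *actb*, the cytoplasmic actin that forms filaments, fell from 798.2 at the 1-cell stage to 3.60 at the 4-cell stage (log2 -7.74, edgeR adjusted p = 1.28e-04, n = 3 embryos per stage). Those of *aco1*, the cytosolic aconitase that also binds iron-responsive mRNAs, rose from 313.7 to 1202 (1.94, adjusted p = 1.83e-06), while another *aco1* transcript fell from 1623 to 553. Mean PC1 positions of the 3 embryos of each stage were 53.2 ± 0.195 (SD) at the 1-cell, 4.73 ± 2.05 at the 4-cell, -15.3 ± 3.79 at the 64-cell and -39.1 ± 1.31 at the 1K-cell stage. The 3 embryos of the 1-cell stage lay 69.7 units above the 9 later embryos (exact permutation p = 0.00455, the smallest that 12 embryos can give). PC1 was fitted to these same libraries, so this test is not independent of the axis.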

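Sections of the same embryo lay apart mainly along PC2, where section A stood at -7.59 ± 0.986 (SD, n = 3), -29.2 ± 0.808, -21.1 ± 4.12 and -10.3 ± 0.513 at the 1-, 4-, 64- and 1K-cell stages. Section E stood at 52.9 ± 5.36, 17.6 ± 6.44, 25.1 ± 2.61 and 31.8 ± 2.75. Section E exceeded section A in 12 of 12 embryos, by 48.9 on average (exact sign-flip permutation p = 0.000488, the smallest that 12 embryos can give). PC2 was fitted to these same libraries, so this test is not independent of the axis. Transcripts of *plin2*, a coat protein of lipid droplets, had vegetal-to-animal differences of 1.99 ± 0.125 (SE), 0.95 ± 0.083, 0.80 ± 0.097 and 0.71 ± 0.082 at these stages. The edgeR adjusted p for section was 8.96e-06, 8.01e-05, 0.00101 and 0.00186.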

PC2 revealed the clear distinction among individual sections in all stages. The variability in the sections decreased as the embryos progressed towards the later stages, indicating a disruption or reduction in the original asymmetrical gradients. Additionally the largest sectional differences were observed between the D and E sections, while minimal between the A and B sections.

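Section E held 92.2% of the normalized counts of *kiaa1324l* at the 1-cell stage and 82.4, 74.4 and 65.5% at the 4-, 64- and 1K-cell stages (means of 3 embryos). For *gng7*, a gamma subunit of G proteins, the share was 94.6% at the 1-cell, 86.1% at the 4-cell and 68.1% at the 1K-cell stage. For *sulf1*, an enzyme that trims heparan sulfate, it was 76.4, 72, 69.3 and 60.6% over the 4 stages. Spread among sections A, B, C and E of an embryo was taken over the most variable transcripts used for the principal components. Its mean in log2 units was 1.70 ± 0.0956 (SD, n = 3) at the 1-cell and 1.51 ± 0.0557 at the 4-cell stage. At the 64- and 1K-cell stages the mean spread was 1.46 ± 0.0933 and 1.45 ± 0.0812. It was larger by 0.23 in the 1-cell embryos than in the 9 later ones (exact permutation p = 0.00455, the smallest possible). The 1-cell and 1K-cell stages alone differed by 0.255 (exact permutation p = 0.1, the smallest that 3 against 3 can give). The transcripts were selected for variance across these same libraries, so neither test is independent of that selection.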

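At the 1-cell stage *grip2*, a germ plasm scaffold protein, rose from 216.9 ± 73.8 normalized counts in section D (SD, n = 2) to 14060 ± 6790 in section E (n = 3). Sections A and B held 17.5 ± 8.87 and 14.5 ± 3.12 of its counts. The same step took *gng7* from 411.1 ± 27.1 to 8399 ± 3440. On the animal side, *huwe1*, a ubiquitin ligase, stood at 365.5 ± 6.14, 437.2 ± 76.7, 200.5 ± 2.67 and 100.3 ± 37.2 in sections A, B, D and E respectively. Between D and E, edgeR called 736, 140, 153 and 70 transcripts at adjusted p under 0.01 at the 1-, 4-, 64- and 1K-cell stages. At the 1-cell stage section E had the higher level in 667 of the 736. Between C and D it called 192, 17, 57 and 130. At the 1K-cell stage DESeq2 called 476 between D and E and 463 between C and D, where edgeR had fewer between D and E. At that stage edgeR called 36 between B and C too. Between A and B edgeR called 0 at each stage (735, 866, 655 and 1464 at an unadjusted p under 0.05), where DESeq2 called 83, 53, 56 and 65. Root-mean-square distances between sections of the same embryo were taken over the most variable transcripts used for the principal components. They were larger for D to E than for A to B in 10 of 11 embryos. The mean difference was 0.447 log2 units (exact sign-flip permutation p = 0.00293). These transcripts were selected for variance across the same libraries, so this test is not independent of that selection. Without 1 embryo of a stage, the counts between D and E were 0 to 170 at the 1-cell, 2 to 5 at the 4-cell, 0 to 31 at the 64-cell and 0 at the 1K-cell stage.

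**Figure D1:**
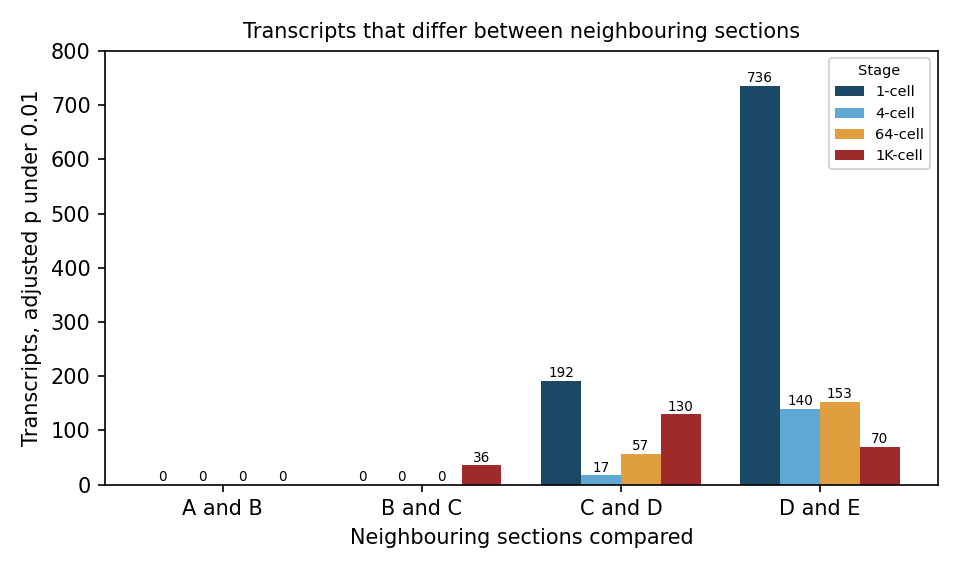
Bars give the number of transcripts with an adjusted p under 0.01 (vertical axis, edgeR quasi-likelihood test) for each pair of neighbouring sections (horizontal axis), with 1 bar per stage; section D at the 1-cell stage has n = 2 embryos, every other section n = 3.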

The average number of coding genes identified at each stage was 28909 (using threshold >30 transcript counts in any sample). 

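The table holds 28909 transcripts over all stages together, and each of them exceeds 30 counts in at least 1 library. Cytosolic ribosomal proteins account for 157 of these transcripts under 74 symbols. Libraries of the same stage and section differed by more than counting noise. Over 58 comparisons between embryos, the chi-square per transcript was 5.7 to 21.1 (median 10.6, where counting noise alone gives about 1). Their correlations ran from 0.833 to 0.92.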

The complete dataset containing genes with asymmetrical distribution are listed in Supplementary Table S3. 

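The transcription factor gene *tfap2c*, a germ-line regulator, lay 6.00 ± 0.242 (SE) log2 units higher in the vegetal sections at the 1-cell stage, and *nanos1*, a translational repressor of germ cells, 6.01 ± 0.185. Both were higher there in 3 of 3 embryos. Of 26 genes of germ plasm and primordial germ cells, edgeR called 9 vegetal and 2 animal at the 1-cell stage (10 and 4 adjusted over the list alone). It called 7 and 1 at the 4-cell (8 and 3), 7 and 5 at the 64-cell (7 and 5) and 7 and 2 at the 1K-cell stage (7 and 3). As a set they ranked towards the vegetal side at the 1-cell (camera adjusted p = 7.77e-07, and adjusted p = 0.148 with an estimated correlation), 64-cell (0.0412 and 0.244) and 1K-cell stages (0.00221 and 0.237). At the 4-cell stage the direction was the same and the threshold was missed (0.0533 and 0.26). Among 74 chaperones, 17 were vegetal and 3 animal at the 1-cell stage (18 and 3 adjusted over the list alone). Among the vegetal ones were the endoplasmic reticulum proteins *hsp90b1* (1.37 ± 0.108), *ppib* (1.01 ± 0.075) and *pdia6* (0.78 ± 0.052). At the 4-, 64- and 1K-cell stages the chaperones gave 9 and 0, 9 and 9, and 10 and 1 (12 and 1, 10 and 14, and 10 and 1 adjusted over the list alone). Their camera adjusted p was 0.144, 0.349, 0.695 and 0.294 over the 4 stages. In all, edgeR called 2003 transcripts at the 1-cell stage (1617 higher on the vegetal side and 386 on the animal side) and 651 at the 4-cell (602 and 49). It called 1070 at the 64-cell (953 and 117) and 1025 at the 1K-cell stage (926 and 99). DESeq2's likelihood-ratio test called 4727, 2283, 2886 and 2686, with 1992, 651, 1069 and 1025 of edgeR's among them. An adjusted p under 0.05 in edgeR gave 3253, 1133, 1863 and 1681. Without 1 embryo of a stage, edgeR called 481 to 638, 77 to 295, 122 to 428 and 242 to 272.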

More than 2,200 DLTs (padj < 0.01, using threshold >20 transcripts in at least one stage) with sectional changes per stage were identified in embryos at 4, 64 and 1K-cell stages and twice as many were identified at the 1-cell stage (4,076 DLTs). The diagram in Figure 1C shows the overlap of the shared DLTs across the stages with 1,216 shared in all analyzed stages. 

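Among the transcripts called animal at all 4 stages were *birc6*, a large inhibitor of apoptosis (vegetal-to-animal differences of -1.04, -0.98, -0.85 and -0.47), and *gldc* of the glycine cleavage system (-0.61, -0.79, -0.62 and -0.48). Another was the zinc finger gene *znf292* (-0.78, -0.66, -0.58 and -0.43). Both *gldc* and *znf292* were chosen after their values were seen. Vegetal at all 4 stages was *slc4a1*, the band 3 anion exchanger of red blood cells, at 2.90 ± 0.173 (SE), 2.46, 2.43 and 2.28 ± 0.105. Of the 2372 transcripts that edgeR called in any stage, 491 were called in all 4, 482 of them vegetal and 9 animal. Independent calls would give 0.0592. A further 282 were shared by 3 stages and 340 by 2, while 952 were called at the 1-cell stage alone and 20, 116 and 171 at the 4-, 64- and 1K-cell stage alone. With DESeq2 the shared number was 1219, and without 1 embryo at a time in edgeR it was 74 (4-cell replicate 3 left out) to 376 (1-cell replicate 2 left out). A call at 1 stage and not at another does not show that the stages differ.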

Most of the DLTs were classified into one of the five localization categories: extremely animal, animal, central, vegetal and extremely vegetal (Fig. 1Da). 

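The category of each transcript was read from its 5 section means by a rule inferred from the first 1183 of the 11891 rows of Table S3, where it gave the authors' category in 1286 of 1286 called profiles. A match with that table is therefore not independent. Among edgeR's calls at the 1-cell stage, 110 were extremely animal, 178 animal, 1 central, 603 vegetal and 879 extremely vegetal, and 232 fell in no category. At the 4-cell stage these numbers were 24, 22, 1, 271, 313 and 20. At the 64-cell stage they were 71, 43, 0, 552, 323 and 81 and at the 1K-cell stage 51, 46, 0, 627, 154 and 147. The central transcript of the 4-cell stage is *ptprk*, a receptor tyrosine phosphatase of cell contacts (mean total 92.5, adjusted p = 0.00567), and that of the 1-cell stage carries no symbol. Both were chosen after their values were seen. DESeq2 called 8, 4, 3 and 4 central transcripts at the 4 stages.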

In extremely animal and animal categories, we identified 284–675 DLTs in each stage (Fig. 1Db). 

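At the 1-cell stage *sri*, the calcium-binding protein sorcin, fell from 190.4 ± 15.3 normalized counts in section A (SD, n = 3) to 22.3 ± 17.1 in section E (vegetal-to-animal difference -2.41 ± 0.293 SE, edgeR adjusted p = 0.00298). The lipid transfer protein gene *vps13c* had a difference of -2.03 ± 0.276 (0.00512). At the 64-cell stage *kif5c*, a kinesin heavy chain, stood at 498.2 ± 71.4 in A and 219.4 ± 46.4 in E (-0.92 ± 0.066, 5.79e-05). The Wnt-responsive repressor *tcf7l1* stood at 101.6 ± 6.27 and 36.9 ± 6.44 (-1.17 ± 0.146, 0.00465). At the 1K-cell stage *smad1*, which carries BMP signals, had -0.61 ± 0.079 (0.00614) and *ube2a*, a ubiquitin-conjugating enzyme, -1.22 ± 0.158 (0.00598). Of 69 subunits of oxidative phosphorylation, edgeR called 4, 4, 11 and 3 animal and 1, 0, 1 and 0 vegetal at the 4 stages (5, 7, 19 and 0 animal adjusted over the list alone). One of them, *ndufb8*, had -0.64 ± 0.088 (64-cell stage, 7.43e-04). Their camera adjusted p was 0.0127, 4.71e-07, 1.05e-07 and 0.00184 (adjusted p = 0.592, 0.491, 0.325 and 0.592 with an estimated correlation). Of 42 DNA replication genes, 7, 0, 6 and 6 were animal and 3, 0, 0 and 0 vegetal (9, 0, 19 and 12 animal adjusted over the list alone). Among the animal ones were *orc1* (-0.36 ± 0.05 at the 64-cell stage, 8.16e-04) and *mcm7* (-0.37 ± 0.058 at the 1K-cell stage, 0.00169). For this list camera gave adjusted p of 0.0708, 0.00201, 6.84e-06 and 1.57e-04 (0.643, 0.336, 0.244 and 0.237 with an estimated correlation).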

Majority of DLTs are localized in vegetal or extremely vegetal sections at the 1-cell stage—1,114 and 1,083. 

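Vegetal at the 1-cell stage was *gns*, a lysosomal sulfatase, at 128.3 ± 8.59 normalized counts in section A (SD, n = 3) and 3769 ± 1030 in section E (vegetal-to-animal difference 3.54 ± 0.135 SE, edgeR adjusted p = 1.91e-07). So were *ppt1*, which removes fatty acids from proteins (3.96 ± 0.333, 3.58e-05), and *psap*, the precursor of the saposins (1.25 ± 0.1). Of 29 lysosomal enzymes, edgeR called 10, 8, 13 and 14 vegetal at the 1-, 4-, 64- and 1K-cell stages (15, 12, 16 and 19 adjusted over the list alone) and 0 animal. Their median differences were 0.45, 0.52, 0.49 and 0.42. Camera gave adjusted p of 7.48e-07, 1.42e-09, 1.77e-11 and 3.13e-12 for the set (adjusted p = 0.158, 0.192, 0.0646 and 0.0704 with an estimated correlation). Among determinants of vegetal fate, *wnt5a*, a secreted Wnt ligand, had 3.06 ± 0.122 (2.59e-07), the ephrin *efnb1* 4.47 ± 0.212 and *smad2*, which carries nodal signals, 1.37 ± 0.097. Of the 22 genes in that list, 6, 5, 6 and 6 were vegetal and 1, 0, 2 and 0 animal (7, 9, 8 and 7 vegetal adjusted over the list alone). Camera adjusted p was 0.0074, 0.00221, 0.00201 and 0.00237 (0.501, 0.429, 0.244 and 0.244 with an estimated correlation). Of 17 oocyte and egg coat genes, 4, 2, 4 and 4 were vegetal (4, 5, 4 and 5 adjusted over the list alone). Among them were the zona pellucida glycoproteins *zp3* (1.53 ± 0.088) and *zp4* (1.22 ± 0.103) at the 1-cell stage. The set had camera adjusted p of 0.0213, 0.0306, 0.0529 and 0.0978 (0.237, 0.244, 0.559 and 0.325 with an estimated correlation).

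**Figure D2:**
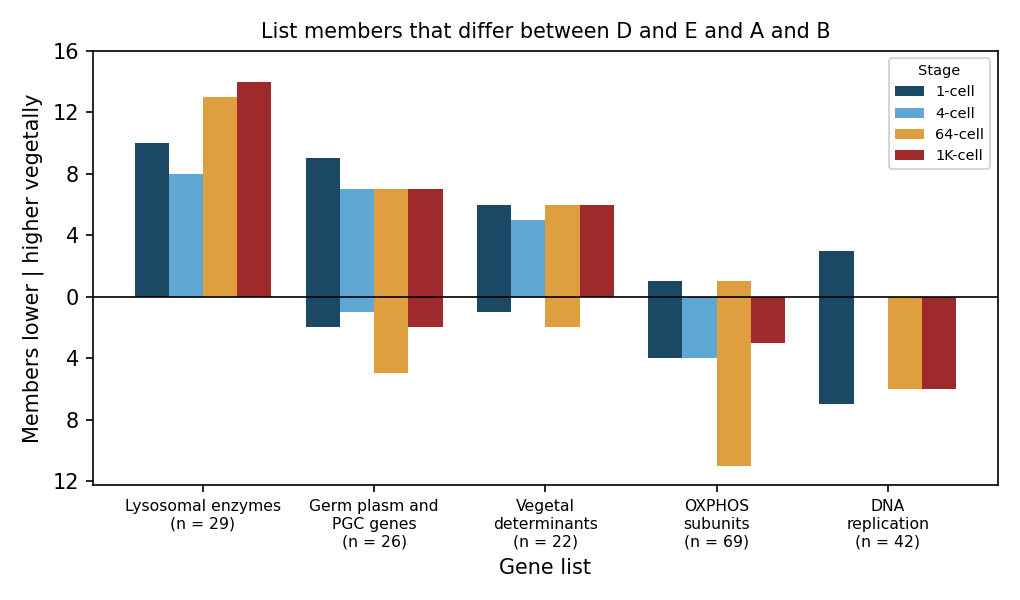
Number of genes that edgeR called at adjusted p under 0.01 in 5 gene lists (horizontal axis), with 1 bar per stage, drawn upwards when higher on the vegetal side and downwards when higher on the animal side (vertical axis); n = 3 embryos per stage.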

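Transcripts of *dnd1*, an RNA-binding protein that germ cells need, were in section E to 90% at the 1-cell stage, 84.2% at the 4-cell, 77.3% at the 64-cell and 66.2% at the 1K-cell stage. Those of *hmmr*, a hyaluronan receptor and spindle protein, were there to 93.2, 80.2, 75.5 and 62.5%. For *lrp1*, an endocytic receptor, section E held 86.2, 75.8, 69.8 and 60.6% (means of 3 embryos). Both *hmmr* and *lrp1* were chosen after their values were seen. For *gns* the share at the 1K-cell stage was 57.1% (vegetal-to-animal difference 3.07 ± 0.065 SE, edgeR adjusted p = 1.41e-09). Extremely vegetal calls of edgeR went from 879 over 313 and 323 to 154 across the 4 stages, and at the 1K-cell stage DESeq2 called 241. Without 1 embryo of the stage the number was 344 to 488 at the 1-cell and 67 to 88 at the 1K-cell stage.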

The number of extreme vegetal DLTs dramatically decreased during development and only 240 were found at the 1K-cell stage.

We performed RT-qPCR validation of a few members within the extremely vegetal and animal transcript categories. In the extremely vegetal category, we confirmed the localization profile of *grip2* and *dnd1* (Supplementary Figure S1A), and in the animal category, we confirmed the localization of *ankhd1* and *akt2* (Supplementary Figure S1B).

### Sectional profile alteration during the early development

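The profile of *nanos1* flattened from 94% in section E at the 1-cell stage to 76.6, 69.4 and 60.3% at the later stages (means of 3 embryos). That of *rest*, a transcriptional repressor of neuronal genes chosen after its values were seen, went from 58 to 39.9, 36.4 and 32.5% (edgeR adjusted p = 4.04e-08 for the interaction of section and stage). One cyclin, *ccnf*, which targets proteins for degradation, went from 69.9 to 58.6, 55.7 and 46.6% in section E (interaction adjusted p = 0.00407). Over all stages edgeR called section for 5204 transcripts and the interaction with stage for 242, and 5228 had at least 1 of the calls. With the embryo as a term of the model, which joins its sections, they were 6389, 383 and 6434, and with DESeq2 5937, 590 and 6039. The interaction, which is the test of a profile that differs between stages, was called for 4.19% of the transcripts with a section effect (1614 at an unadjusted p under 0.05). Without 1 embryo at a time the interaction calls were 122 (1-cell replicate 1 left out) to 260 (4-cell replicate 3 left out).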

In total 4,850 DLTs were observed to change their sectional profile or its sectional amplitude across the analyzed stages. 781 of these DLTs had a ≥2x fold change between a given section and showed two profile alteration processes—alteration of vegetal profiles and alteration of animal profiles (Supplementary Table S4).

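Requiring a fold of 2 between stages in some section left 1415 transcripts in the vegetal or animal groups, 1320 with an altered vegetal and 108 with an altered animal profile. Some meet both definitions, such as *fn1*, the matrix protein fibronectin. Its share in sections A and B was 47.3, 32.2, 32.5 and 25% over the 4 stages and that in D and E 35.4, 50.2, 50.5 and 55.4% (section adjusted p = 0.00503 and interaction adjusted p = 0.477 from edgeR, n = 3 embryos per stage). A fold of 3 instead of 2 left 750.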

#### Vegetal alteration

The vegetal alteration was observed for 673 DLTs and several groups depicting different types of alterations were described (Figure 2). 

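Among the altered vegetal profiles, *bmp15*, an oocyte growth factor, dropped from a vegetal-to-animal difference of 1.18 at the 1-cell stage to 0.53, 0.61 and 0.33 (interaction adjusted p = 1.08e-04 from edgeR, n = 3 embryos per stage). Its total hardly moved, at 3277 ± 127 (SD), 2868 ± 131, 3086 ± 12.2 and 3183 ± 142. The kinesin *kif14*, which acts in cytokinesis, had 46.9, 27.7, 28.7 and 26.6% in section E (interaction adjusted p = 3.18e-04). Of the 1320 transcripts, 720 reached a fold of 3 between stages in some section, while 199 would be counted if the interaction call alone were required.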

A pronounced vegetal profile was created either at the 1K cell stage (22 DLTs, Figure 2A) or from the 4-cell stage (77 DLTs, Figure 2B). 

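By the 1K-cell stage *mrc2*, a collagen receptor, had gone from 46.4% in sections D and E at the 1-cell stage over 49.4 and 49.1 to 53.3% (section adjusted p = 3.19e-08 from edgeR, n = 3 embryos per stage). The shares of *pros1*, the anticoagulant protein S, were 49.1, 48.7, 48.3 and 52.5% (1.53e-09). From the 4-cell stage on, *txndc5*, a protein disulfide isomerase, held 57, 52.3 and 54.1% there after 48.9% (4.61e-17). The first group has 17 transcripts and the other 42, of which 9 and 14 carry a symbol. The 3 named here were chosen after their values were seen. Their call rests on section over all stages, so a gain between stages was not established for single transcripts. With a fold of 3 between stages in some section 6 and 24 were left.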

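At the 1-cell stage 98.2% of the *grip2* counts were in section E, then 94.4, 86.2 and 77.8% (interaction adjusted p = 1.07e-04 from edgeR, n = 3 embryos per stage). The ephrin *efnb1* followed with 90.1, 78.1, 68.6 and 64.4% (0.0599) and *parn*, a poly(A)-specific ribonuclease, with 73.7% at the 1-cell and 44.3% at the 1K-cell stage. A vegetal profile at the 1- and 4-cell stages, with the level in section E falling at least 2-fold by the 1K-cell stage, was counted for 1129 transcripts. Of these 479 carry a symbol, and for 180 edgeR called the interaction. A fold of 3 between stages left 639.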

Next group showed the vegetal profile already established at the 1-cell stage (405 DLTs), while a uniformed/reduced distribution during the other developmental stages (Figure 2C). In the last group, the vegetal profile is also present at the 1-cell stage (Figure 2D). However, in contrast to the slow progression towards the uniform distribution, it was already established at the 4-cell stage (169 DLTs).

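In this group *epcam*, an adhesion molecule of epithelia, had 53% of its counts in sections D and E at the 1-cell stage and 47.8, 46.9 and 49.1% later. The interaction of section and stage was not called for it (edgeR adjusted p = 1). Its total fell from 4614 to 2293 (log2 -1.01 ± 0.123 SE, edgeR adjusted p = 1.14e-04, n = 3 embryos per stage). Another *epcam* transcript, chosen after its values were seen, rose from 6.04 to 1887. For *bmp15* these shares were 60.9, 49, 49.7 and 45.6%. The group has 132 transcripts, 76 with a symbol and 19 with an interaction call. DESeq2 gave 169, and a fold of 3 left 51.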

**FIGURE 2:**
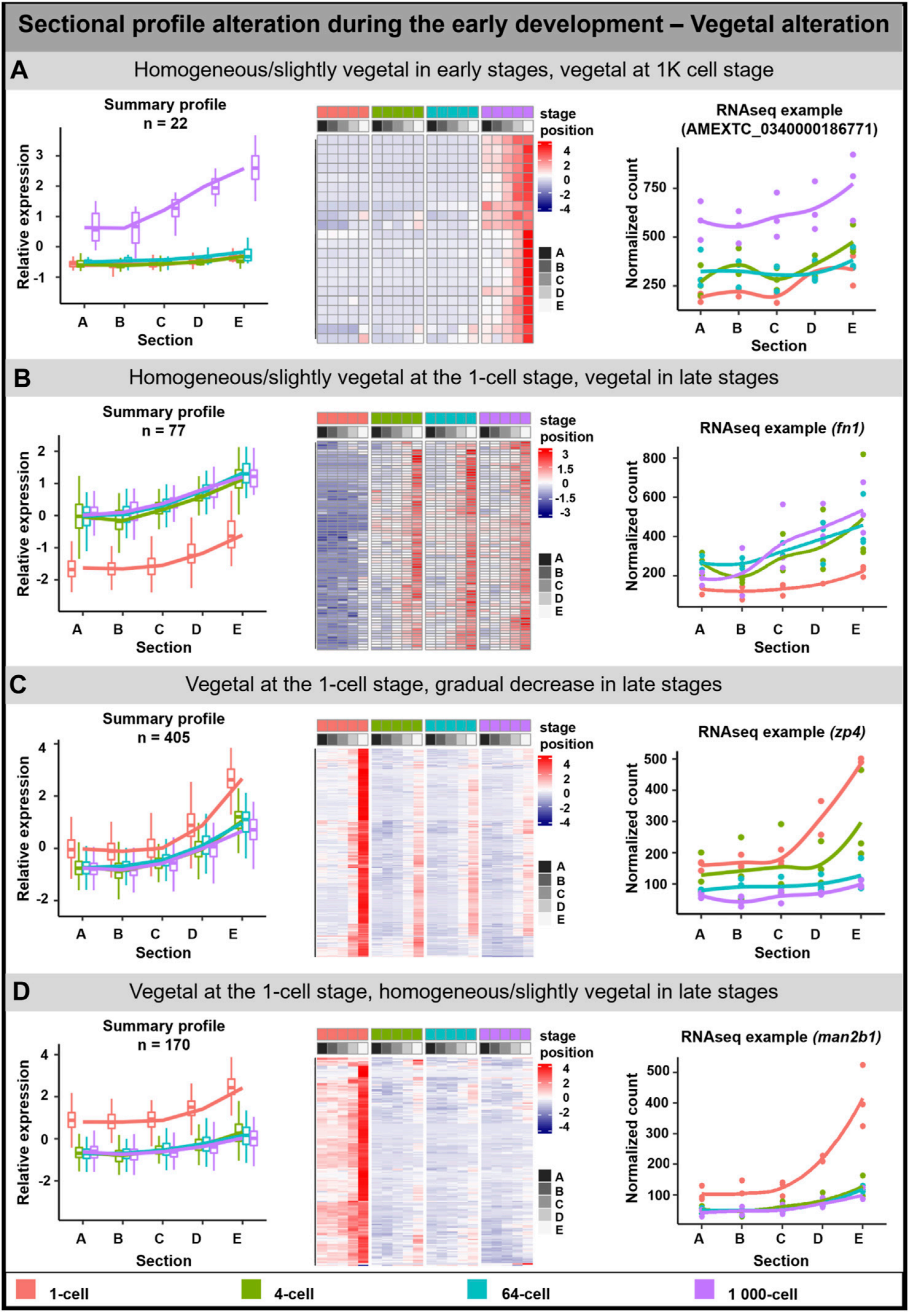
Vegetal sectional profile alteration. During the early development of *A. mexicanum,* 4 groups of vegetal DLTs altering profiles were observable. **(A)** Homogenous or slightly vegetal localization from the 1-cell stage until the 64-cell stage and vegetal localization at the 1K-cell stage. **(B)** Homogenous or slightly vegetal localization at the 1-cell stage and vegetal localization from the 4-cell stage and later. **(C)** Vegetal localization at the 1-cell stage and from the 4-cell stage until the 1K-cell stage the gradual decrease of transcript amount. **(D)** Vegetal localization at the 1-cell stage and from the 4-cell stage the localization is homogenous or slightly vegetal. Line plots represent the averaged z-score expression for the genes with shared localization profiles. Heatmap shows the z-score of the averaged relative expression across the replicates. DLTs represent genes that had a padj < 0.01 and greater than 20 transcripts per stage. DLTs were further filtered to show those that were 2x greater in either amplitude or relative to another section across the stages. 3 biological replicates were used. Embryos sections: A - extremely animal, B - animal, C - central, D - vegetal, E - extremely vegetal.

Due to the low number of genes in the mentioned groups or the limited number of annotated genes, the GO enrichment analysis was performed only on the third group (Vegetal at the 1 cell/Gradual decrease in late stages; Supplementary Table S5). Enriched GO terms were associated with biological processes affiliated with localization and protein folding, and molecular function in oxidoreductase activity and protein binding.

#### Animal alteration

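Among transcripts with a changed animal profile, *hspg2*, the proteoglycan perlecan, was chosen after its values were seen. Its share in sections A and B went from 71.1% at the 1-cell stage to 36.1, 37.6 and 34.6% (interaction adjusted p = 0.00219 from edgeR, n = 3 embryos per stage). Its total rose meanwhile from 178.4 ± 27.8 (SD) to 1984 ± 221 between the 1- and 4-cell stages (log2 3.48 ± 0.223 SE, adjusted p = 6.22e-07), while another *hspg2* transcript fell from 4332 to 1868. This alteration was counted for 108 transcripts, 42 at a fold of 3 between stages, 9 where the interaction call alone was required and 172 with DESeq2, an alternative chosen after seeing the data.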

The animal profile alteration comprised of 108 DLTs which can be classified into three groups (Figure 3). 

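At the 1K-cell stage *aebp2*, a partner of Polycomb complexes, held 42% of its counts in sections A and B after 32.4, 38.3 and 33.3%. The PGC marker *rbpms2*-2 reached 43.5% after 24.1, 34.4 and 25.2% (section adjusted p = 0.00906 over all stages and 0.614 at the 1K-cell stage from edgeR, n = 3 embryos per stage). In all 21 transcripts took this course, 9 of them with a symbol (the 2 above were chosen after their values were seen), and 4 had an interaction call, *aebp2* (adjusted p = 1) and *rbpms2*-2 not among them. DESeq2 gave 40.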

In the first group, the transcript uniform distribution persisted until the stage of 64-cell, after which at 1K-cell the animal profile was more visible (29 DLTs, Figure 3A). 

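Transcripts of *kif5c* went from 45.1% in sections A and B at the 1-cell stage to 50.2, 50.2 and 46.4% (section adjusted p = 1.63e-12 from edgeR, n = 3 embryos per stage). Those of *aass*, an enzyme of lysine breakdown, went from 42 to 48.7, 50.2 and 45.7% (1.24e-12). The total of *aass* rose from 909.9 ± 52.2 (SD) to 1334 ± 112 at the 4-cell stage. The catalytic subunit *polr2b* of RNA polymerase II, chosen after its values were seen, had 40.2, 45.4, 45.7 and 45.6%. This course was counted for 76 transcripts, 36 with a symbol and 3 with an interaction call (not *kif5c*, *aass* or *polr2b*, with adjusted p of 1, 0.657 and 1), and for 19 at a fold of 3 between stages.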

DLTs in the second group were uniformly distributed only at the 1-cell stage and later formed animal gradients (74 DLTs, Figure 3B). 

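An animal profile at the 1-cell stage alone was counted for 11 transcripts, 3 of them with a symbol. These are *hspg2*, *fn1* and *tsen34*, a subunit of the tRNA splicing endonuclease, all chosen after their values were seen. For 2 of the 11, not *fn1* or *tsen34*, edgeR called the interaction of section and stage, and DESeq2 counted 19.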

The third group showed clear animal profile at the 1-cell (5 DLTs, Figure 3C), but its animal distribution was disrupted leading to homogenous distribution in the later stages.

**FIGURE 3:**
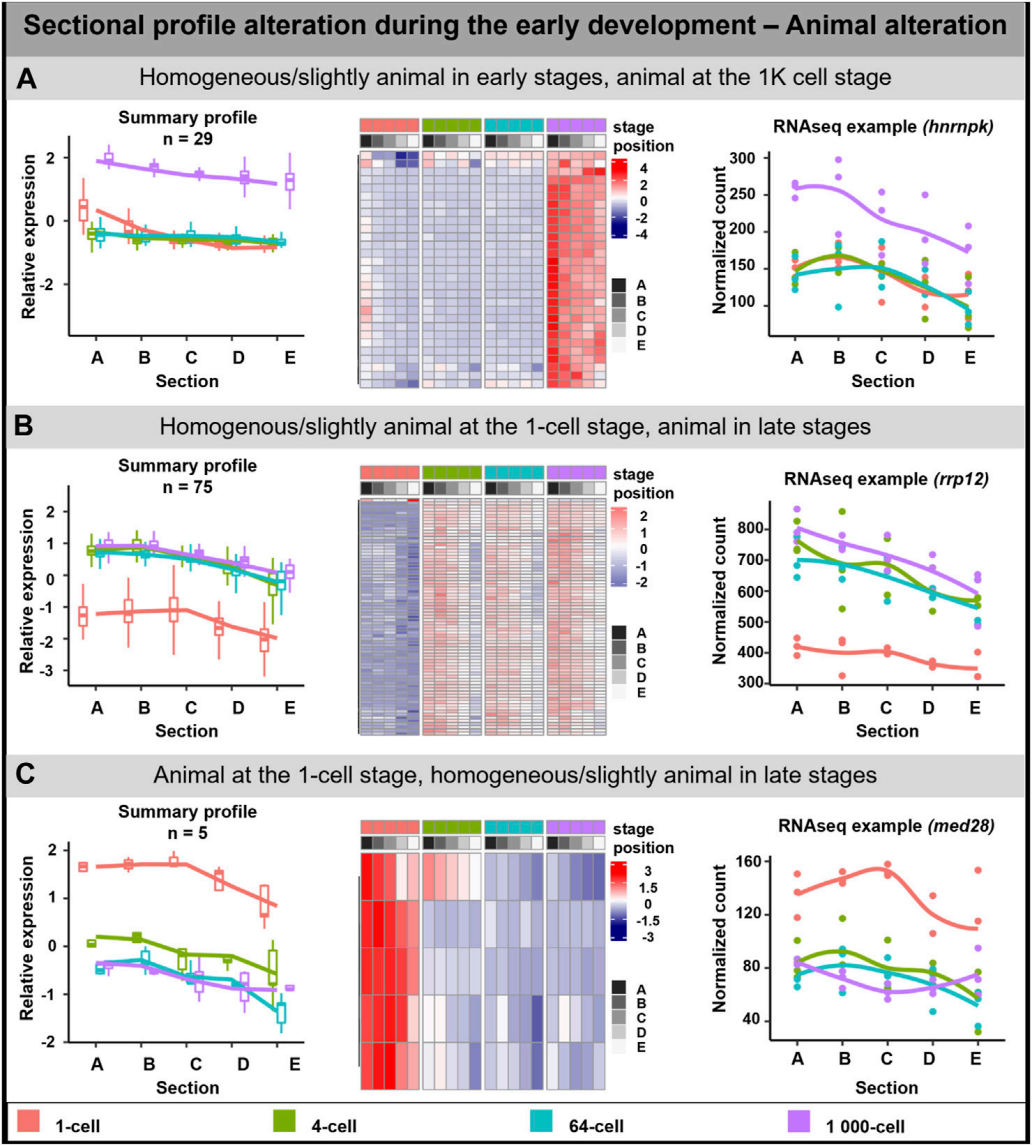
Animal sectional profile alteration. During the early development of *A. mexicanum,* 3 groups of animal DLTs altering profiles were observable. **(A)** Homogeneous or slightly animal from 1-cell until the 64-cell stage and the creation of animal profile at the 1K-cell stage. **(B)** Homogeneous or slightly animal at the 1-cell stage and animal at the 4-cell stage and later. **(C)** Animal localization at the 1-cell stage and homogenous or slightly animal localization from 4-cell until the 1K-cell stage. Line plots represent the averaged z-score expression for the genes with shared localization profiles. Heatmap shows the z-score of the averaged relative expression across the replicates. DLTs represent genes that had a padj < 0.01 and greater than 20 transcripts per stage. DLTs were further filtered to show those that were 2x greater in either amplitude or relative to another section across the stages. 3 biological replicates were used. Embryos sections: A – extremely animal, B – animal, C – central, D – vegetal, E – extremely vegetal.

GO enrichment was performed only on the second group (Homogenous/slightly animal at the 1-cell stage, animal in late stages) as it contained sufficient numbers of genes. The genes in this group may play a role as the cellular components of the centrosome, cytoplasm, and cytoskeleton. No molecular function or biological process connected with the transcripts in this group was observed.

### Transcript count alteration during the early development

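Between the 1- and 4-cell stages 1 transcript of *wee2*, the kinase that holds oocytes in meiosis, rose from a total of 23.2 ± 11.1 (SD, n = 3 embryos per stage) to 1538 ± 38.5 (log2 6.03 ± 0.219 SE, edgeR adjusted p = 1.18e-08). The other, more abundant one fell from 5273 to 2855 (-0.89 ± 0.094). The rising one was chosen after its values were seen. At the same step *ddx4*, the germ cell helicase vasa, rose from 808 to 1638 (1.02 ± 0.133). Between the 64- and 1K-cell stages *gas1*, a membrane protein of hedgehog signalling, rose from 40 to 634.2 ± 250 (SD, log2 3.98 ± 0.315 SE, edgeR adjusted p = 2.24e-05). Over the same interval *zbtb45*, a zinc finger repressor, fell from 182 ± 17.5 to 24.7 ± 13.5 (-2.87 ± 0.401, 9.33e-04). The stage effect on totals was called for 4540 transcripts by edgeR, 1835 with a symbol, and for 6811 by DESeq2. By step, 1584 rose and 1580 fell from the 1- to the 4-cell stage, 104 rose from the 4- to the 64-cell stage, and 901 rose and 18 fell from the 64- to the 1K-cell stage. From the 4- to the 64-cell stage edgeR found 0 lower, with 1649 transcripts at an unadjusted p under 0.05 in either direction and 21 lower by DESeq2.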

Alteration in transcript count caused by synthesis or degradation was detected for 6,811 DLTs (padj <0.01, >20 transcripts in at least one stage). Out of these, we observed 960 DLTs with at least 3-fold change across individual stages (Supplementary Table S6). 

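A step of at least 3-fold took *selenon*, a selenoprotein of the endoplasmic reticulum, from a total of 1.49 to 2369 ± 275 (SD, n = 3) between the 1- and 4-cell stages (log2 10.50 ± 0.372 SE). It took *dctn1*, the large subunit of dynactin, from 0.745 to 1316 ± 184 (10.55 ± 0.425). At the same step another transcript of *selenon* fell from 3293 to 0.779 and another of *dctn1* from 1842 to 97.8, chosen after their values were seen. Such a step was found for 3014 of the called transcripts at a mean total above 20, and for 902 at a mean total above 300.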

Two main groups were created reflecting *de novo* synthesis and degradation.

Transcripts degradation detected using the TOMO-seq approach was validated by RT-qPCR for 2 DLTs—*plin2* and *velo1* (Supplementary Figure S1C)*. De novo* synthesis of *mok* and *nynrin-like* was also validated by RT-qPCR (Supplementary Figure S1D).

#### *De novo* transcription in early embryogenesis

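The total of *cab39*, a scaffold of the kinase LKB1, was 0 in the 3 embryos of the 1-cell stage and 993.3 ± 147 (SD, n = 3) at the 4-cell stage. That is at least 874-fold higher against 3 counts over the group. Another *cab39* transcript fell from 2112 ± 127 to 866.4 ± 138 at this step (edgeR adjusted p = 5.85e-05). Later, *rplp1*, an acidic protein of the ribosomal stalk, rose from 32.3 ± 2.7 at the 4-cell to 187.3 ± 52.5 at the 64-cell stage (log2 2.53 ± 0.28 SE, edgeR adjusted p = 9.68e-04). It had stood at 531.9 ± 33.1 at the 1-cell stage. A transcript of the lipid-binding *coq10b*, which serves coenzyme Q function, rose from 2.21 at the 64-cell to 156.9 ± 52.9 at the 1K-cell stage (6.06 ± 0.413, 1.01e-05). It had stood at 387.5 ± 40 at the 1-cell stage. Another, more abundant *coq10b* transcript, chosen after its values were seen, had totals of 2795 and 2072 at the 64- and 1K-cell stages. A further one went from 1135 ± 225 at the 1-cell to 0 at the 4-cell stage. A rise of at least 3-fold in 1 of the 3 steps was found for 2051 transcripts, 527 of them at a mean total above 300.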

*De novo* transcription of 519 DLTs was detected in the analyzed time points (Figure 4). 250 DLTs showed transcript increase right after fertilization at the 4-cell stage (Figure 4A). Out of these DLTs, 19 established vegetal profiles during development (e.g., *dusp1*) and 14 created animal profiles after the 1-cell stage (e.g., *prmt1*) (Supplementary Table S7).

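From the 1- to the 4-cell stage *nacc1*, a transcriptional corepressor, went from 0 to 1508 ± 96.4 (SD, n = 3, at least 1330-fold, edgeR adjusted p = 5.6e-08). So did *tent2*, a cytoplasmic poly(A) polymerase, from 0 to 1002 ± 98.2 (at least 882-fold, 1.03e-08) and *pi4ka*, a lipid kinase, from 0 to 555.6 ± 6.16 (at least 489-fold). For each of the 3 another transcript of the same symbol fell at this step, from 3248 to 916.2, 1835 to 655.4 and 1258 to 272.3. Histone H4 transcripts of *hist2h4a* rose from 34730 ± 3620 to 81710 ± 15200 (log2 1.23 ± 0.144 SE). Of 10 histone genes edgeR called 2 higher and 1 lower (2 and 1 adjusted over the list alone, camera adjusted p = 0.0672). Of 41 genes of cyclins and mitotic entry, 1 was higher and 4 lower (1 and 4 adjusted over the list alone, camera adjusted p = 0.845). Among the latter was *cdc25a*, a phosphatase that activates cyclin-dependent kinases (7214 to 5448, -0.41 ± 0.084, 0.00492). A rise of at least 3-fold at this step was found for 701 transcripts, 229 with a symbol, and 88 of them were at 0 in the 1-cell embryos. At a mean total above 300 the number was 275.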

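The phosphatase gene *dusp1*, which switches off MAP kinases, rose from 9.04 ± 9.72 (SD, n = 3) to 1429 ± 404 between the 1- and 4-cell stages (log2 7.23 ± 0.424 SE, edgeR adjusted p = 3.1e-07), while another *dusp1* transcript went from 227.8 ± 56.3 to 0. The rising one was vegetal at the 64-cell stage (vegetal-to-animal difference 1.07 ± 0.095, section adjusted p = 3.86e-04). At the 1K-cell stage its sections differed (0.63 ± 0.059, 2.62e-04) but it fell in no category. At the 4-cell stage its adjusted p was 0.0153. A second *rest* transcript rose from 108.6 ± 20.3 to 1421 ± 166 (3.71 ± 0.147, 2.06e-08). One of *amer1*, a regulator of Wnt signalling, rose from 223.2 to 2573 ± 182 (3.53, 4.67e-09). Both took vegetal profiles and were chosen after their values were seen. In all 20 transcripts of this step were vegetal at a later stage, 5 of which were so at the 1-cell stage already, and 2 were animal. At a mean total above 300 these were 15, 5 and 2. The animal ones were *cnp*, a phosphodiesterase (912.5 ± 257 to 2832 ± 769, 1.64, 4.67e-04, and -0.33 at the 1K-cell stage, 0.00714), and 1 without a symbol, chosen after their values were seen. A transcript of *prmt1*, an arginine methyltransferase, rose from 13.7 ± 9.99 to 467.9 ± 24.2 (5.06 ± 0.372, 1.86e-06), and its vegetal-to-animal difference at the 1K-cell stage was -1.15 ± 0.247 (section adjusted p = 0.121). It was chosen after its values were seen. The most abundant *prmt1* transcript changed by -0.35 at this step (0.0118) and was extremely animal at the 1K-cell stage (-0.46 ± 0.059, 0.00567). With DESeq2, 17 transcripts of this step were animal at a later stage.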

**FIGURE 4:**
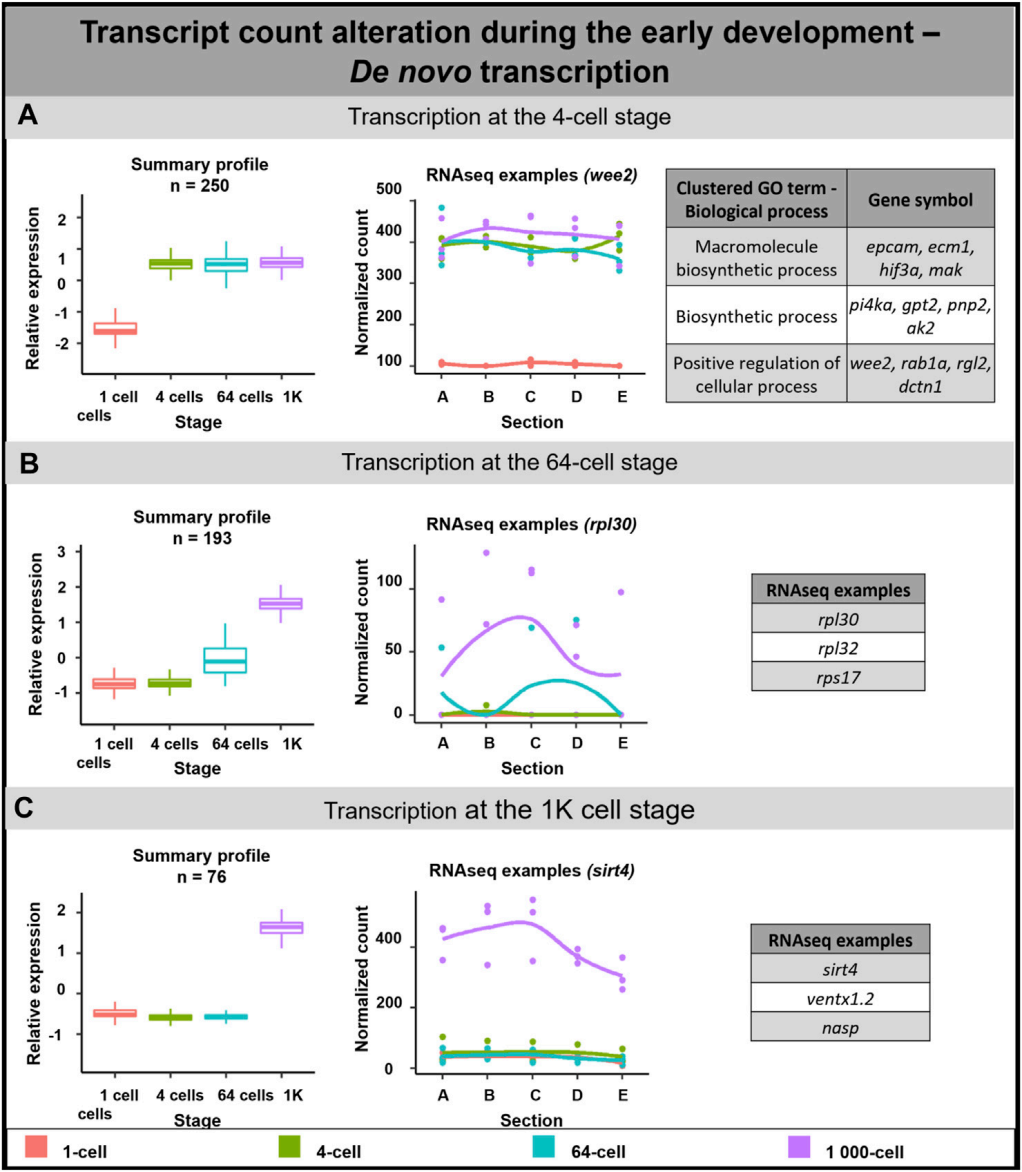
*De novo* transcription during early embryogenesis of *A*. *mexicanum*. **(A)** *De novo* transcription at the 4-cell stage and biological role of DLTs proposed using gene ontology analysis. **(B)** *De novo* transcription at the 64-cell stage and RNA-seq gene examples. **(C)** *De novo* transcription at the 1K-cell and RNA-seq gene examples. Box plots in the first column represent the averaged z-score expression for the averaged total transcript across the stage replicates. Line plots in the second column represent the normalized counts for each replicate for a specific gene across the stages. DLTs represent genes that had a padj < 0.01 and greater than 20 transcripts per stage. DLTs were further filtered to show those that were 3x greater in either amplitude or relative to another section across the stages. 3 biological replicates were used. Embryos sections: A - extremely animal, B - animal, C - central, D - vegetal, E - extremely vegetal.

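Between the 4- and 64-cell stages *nono*, a nuclear RNA-binding protein of paraspeckles, rose from a total of 8.14 to 125.7 ± 30.5 (SD, n = 3, log2 3.91 ± 0.594 SE, edgeR adjusted p = 0.00859). The total of *ndufb6*, a subunit of complex I, rose from 21.4 to 168.3 ± 53.7 (2.97 ± 0.394, 0.00306). For *tpx2*, a spindle assembly factor, 10.9 and 276.4 ± 38.6 missed the threshold (0.0855). At the 1-cell stage the 3 had stood at 74.7 ± 11.8, 118.5 ± 26.6 and 64.3 ± 49.2. A first rise of at least 3-fold at this step, with the stage call over all stages, was found for 393 transcripts, 35 with a symbol, and for 150 at a mean total above 300. A test of this step alone called 104 transcripts.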

The second wave of *de novo* transcription was observed at the 64-cell stage (193 DLTs, Figure 4B). 

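Of the transcripts that rose by the 64-cell stage, 4 were vegetal at the 1K-cell stage, none of them with a symbol, and edgeR called none animal, where DESeq2 called 7. At a mean total above 300 there was 1 vegetal.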

Only 3 DLTs set up a vegetal profile at the 1K cell stage and 1 DLT created an animal profile at the 1K cell stage (not annotated transcripts).

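From the 64- to the 1K-cell stage *krt8*, a keratin of simple epithelia, rose from a total of 2.13 to 320.8 ± 76.6 (SD, n = 3, log2 7.11 ± 0.965 SE, edgeR adjusted p = 7.8e-04), after 78.6 ± 50.3 at the 1-cell stage. It is 1 of 3 measured markers of follicle and gonadal cells, which had a median log2 change of 5.41 at this step (camera adjusted p = 2.3e-11, and 0.0227 with an estimated correlation). A further *prmt1* transcript rose from 36 to 619.6 ± 237 (4.10 ± 0.458, 2.1e-04) and *cdkn1b*, an inhibitor of cyclin-dependent kinases, from 12.3 to 165.9 ± 23.9 (3.74 ± 0.581, 0.00196), after 58.4 ± 27 at the 1-cell stage. The kinase *wee1*, which delays entry into mitosis, rose from 77.2 to 311 (2.01 ± 0.276). Of 10 early zygotic transcription factors and signals, edgeR called 2 higher at this step (3 adjusted over the list alone), *hes1* (1.11 ± 0.205) and *klf2* (5.97 to 84.9, 3.81 ± 0.718). The set had a camera adjusted p of 0.0455 (adjusted p = 0.559 with an estimated correlation). A first rise of at least 3-fold was found for 957 transcripts, 85 with a symbol, and for 102 at a mean total above 300.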

The third *de novo* transcription was detected at the 1K-cell stage with 76 DLTs being synthesized at this time point. 6 DLTs showed preferential enrichment to the animal section (e.g., *rpl12*) and only 1 DLT was synthesized in the vegetal hemisphere at the 1K-cell stage (not annotated transcript).

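Among the transcripts that rose at the 1K-cell stage, *smyd1*, a muscle histone methyltransferase, had 78.3% of its counts in sections D and E (total 10 ± 6.54 to 128.4 ± 48.8, SD, n = 3, after 55.3 ± 32.1 at the 1-cell stage, section adjusted p = 0.00939 from edgeR). It was chosen after its values were seen. In all 13 were vegetal at this stage, 12 of them without a symbol, and 1, also without a symbol, was animal. At a mean total above 300 there was 1 of each. The ribosomal protein gene *rpl12* fell at this step, with totals of 474, 565, 415 and 224 over the 4 stages (log2 -0.89 from the 64- to the 1K-cell stage, adjusted p = 0.0056). Its sections did not pass the test at the 1K-cell stage (0.961).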

Gene ontology terms associated with transcripts synthesized at the 4-cell stage proposed their role mainly in biological processes such as cell regulation and biosynthesis. Although it was not possible to perform gene ontology analysis on the remaining subgroups due to missing gene annotations, several interesting genes were revealed. For example, we identified several DLTs linked with ribosomal proteins at the 64-cell stage.

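Among ribosomal protein transcripts, *rplp1*, *rps15a*, *rpl39* and *rps27* had mean totals at least 3-fold higher, with a stage call, from the 4- to the 64-cell stage, 4 of the 157 in the table. By the same measure, with each transcript counted at its first rise, 3 were higher at the 4-cell and 2 at the 1K-cell stage. By the 4-cell stage 13 were lower, *rplp1*, *rpl39* and *rps27* among them. These counts rest on ratios of means without a test of the step, and some levels were low. Before its fall *rps27* stood at 4.96 ± 8.59 (SD, n = 3), and the 2 of the 1K-cell stage reached 6.11 ± 5.79 (*rps29*) and 4.04 ± 2.91 (*rpl36a*). In the test of the step from the 4- to the 64-cell stage alone *rplp1* passed, while *rps15a* (58.3 to 490.2 ± 130, SD, n = 3, edgeR adjusted p = 0.342), *rps27* (0 to 82.2 ± 71.3, 0.268) and *rpl39* (0 to 22.3 ± 11.7, 0.0325) missed the threshold. The list of 74 ribosomal proteins had a median log2 change of -0.45 at this step (camera adjusted p = 7.21e-36, and adjusted p = 0.244 with an estimated correlation). In it *rpl32* had -0.98 (0.0804). At the 4-cell stage 6 of the 74 were higher than at the 1-cell stage and 3 lower (6 and 3 adjusted over the list alone, camera adjusted p = 0.184). Here *rps29* rose from 1.58 to 571.5 ± 103 (8.45 ± 0.455 SE, 1.92e-07), while another *rps29* transcript fell from 395.5 to 0.705, and *rps2* fell from 1023 ± 117 to 186 ± 99.3 (-2.45 ± 0.416). From the 64- to the 1K-cell stage the list median was 0.18 (camera adjusted p = 0.0117, and 0.804 with an estimated correlation). Along the axis edgeR called 4, 1, 3 and 1 of the list animal at the 4 stages (1, 0, 0 and 0 adjusted over the list alone). Among these was *rpl4* at the 1-cell stage (-0.60 ± 0.093, 0.00198). Camera adjusted p was 0.152, 5.67e-04, 8.72e-04 and 0.0395 (0.696, 0.642, 0.559 and 0.661 with an estimated correlation).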

#### Transcript degradation during early embryogenesis

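From the 1- to the 4-cell stage *ap2b1*, a clathrin adaptor subunit, went from a total of 2245 ± 132 (SD, n = 3) to 0 (at least 2060-fold lower, edgeR adjusted p = 1.51e-06). The same happened to *ganab*, a glucosidase that trims glycoproteins, from 1611 ± 253 to 0 (at least 1480-fold, 8.97e-06) and *golga1*, a golgin, from 1502 ± 2.98 to 0 (at least 1380-fold, 3.57e-06). For each of the 3 another transcript of the same symbol rose at this step, that of *ganab* from 315 to 1215 and that of *golga1* from 34.7 to 1123. Of 29 lysosomal enzymes edgeR called 1 higher and 4 lower (1 and 6 adjusted over the list alone, camera adjusted p = 0.02, and adjusted p = 0.559 with an estimated correlation). Of these *hexa* was up by 0.69 ± 0.099 (SE) and *naga* at -0.95 ± 0.105. A fall of at least 3-fold was found for 1259 transcripts, 654 with a symbol, and 255 of them were at 0 at the 4-cell stage. At a mean total above 300 the number was 441.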

A 3-fold decrease in 441 DLTs was observed between the 1-cell and 4-cell stages (Figure 5A). Out of these, 2 DLTs initially localized in the animal hemisphere but later lost their localization pattern due to degradation after the 1-cell stage (not annotated transcripts). 

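Of the transcripts that fell, 3 were animal at the 1-cell stage alone, all chosen after their values were seen. Among them *napa*, an adaptor of vesicle fusion, had a vegetal-to-animal difference of -0.55 (edgeR adjusted p = 0.00411). Its total fell from 1584 ± 112 to 469.6 ± 35.6 (SD, n = 3, log2 -1.75 ± 0.116 SE, adjusted p = 7.86e-07). The other 2 carry no symbol.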

28 DLTs (e.g., *sys1*) were vegetal only at the 1-cell stage and their profile became uniform at the 4-cell stage. 

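The Golgi protein gene *sys1* fell from a total of 1329 ± 181 (SD, n = 3) to 236.7 ± 56.4 at the 4-cell stage (log2 -2.49 ± 0.251 SE, edgeR adjusted p = 2.62e-05). Its vegetal-to-animal difference was 0.83 ± 0.086 at the 1-cell stage (2.07e-04) and 0.65 ± 0.25 at the 4-cell stage (0.226). A transcript of *amer1* fell from 2484 ± 77.6 to 124.4 ± 35.3 and one of *b4galt1*, a galactosyltransferase, from 1314 ± 84.3 to 0, while another transcript of each rose at the same step. These transcripts of *b4galt1* and *amer1* were chosen after their values were seen. Vegetal at the 1-cell stage alone were 63 of the transcripts that fell, or 35 at a mean total above 300.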

33 DLTs (e.g., *sh3bp4*) were gradually degraded after the 1-cell stage and kept a slight vegetal profile even at later stages (Supplementary Table S7). In contrast, no significant degradation cluster was detected at the 64 or 1K-cell stages.

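From the 1- to the 4-cell stage a transcript of *hmmr* fell from a total of 9312 ± 1640 to 2660 ± 1090 (SD, n = 3, log2 -1.81 ± 0.346 SE, edgeR adjusted p = 0.00302). It stayed vegetal and was chosen after its values were seen. The total of *sh3bp4*, an endocytic adaptor, went from 2069 to 1019 at this step (-1.02, 0.0172), below a 3-fold change. Its vegetal-to-animal difference was 2.62 ± 0.21 at the 1-cell stage (1.17e-05) and 1.90 ± 0.206 at the 1K-cell stage (0.00105). Vegetal at the 1-cell stage and later were 17 of the transcripts that fell. DESeq2 gave 41.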

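At the 1K-cell stage *dmap1*, a subunit of chromatin-remodelling complexes, was lower than at the 64-cell stage (total 149.8 ± 32.7 to 34.1 ± 13.3, SD, n = 3, log2 -2.13 ± 0.296 SE, edgeR adjusted p = 8.98e-04). So was *ccdc134* (360.8 to 128.3, -1.49 ± 0.167). Lower as well were *smad9*, which carries BMP signals (269.9 to 113.8, -1.25 ± 0.165, 6.6e-04), and *tead4*, a partner of the Hippo effector YAP (574.1 to 214.5, -1.42 ± 0.243, 0.00365). A fall of at least 3-fold at the 64- or 1K-cell stage, with the stage call and no such fall by the 4-cell stage, was found for 19 transcripts, 6 with a symbol. There were 3 at a mean total above 300 and 52 with DESeq2. Without 1 embryo at a time this number was 14 (1-cell replicate 1 left out) to 46 (64-cell replicate 2 left out).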

**FIGURE 5:**
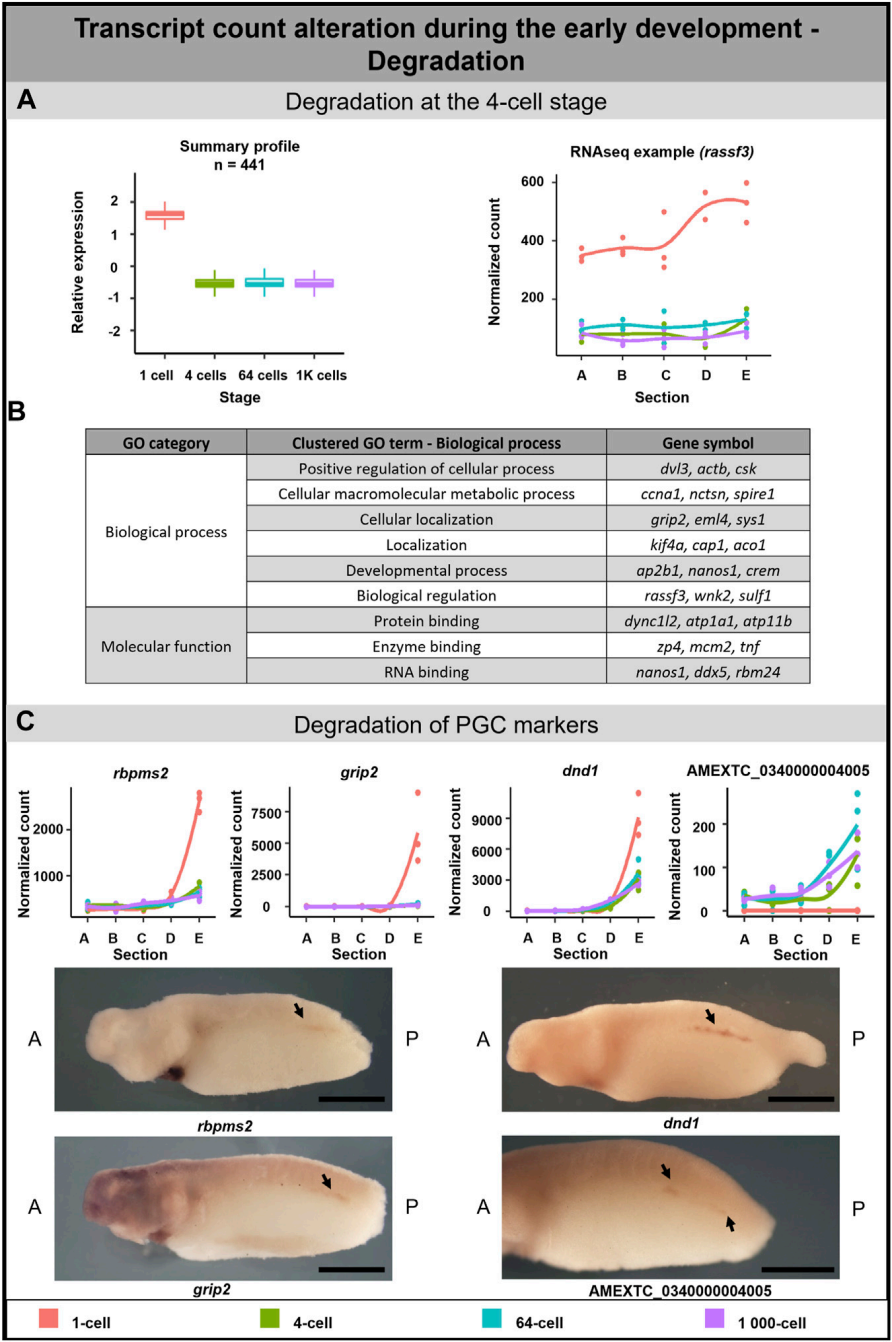
Transcription degradation during early embryogenesis of *A. mexicanum*. **(A)** The massive degradation was observed only after the 1-cell stage. Box plot in the first column represents the averaged z-score expression for the averaged total transcript across the stage replicates. Line plot in the second column represents the normalized counts for each replicate for a specific gene across the stages. DLTs represent genes that had a padj < 0.01 and greater than 20 transcripts per stage. DLTs were further filtered to show those that were 3x greater in either amplitude or relative to another section across the stages. 3 biological replicates were used. **(B)** Gene ontology analysis of degraded DLTs. **(C)** Degradation of PGC markers. Line plots show the localization profile and total amount of selected PGC markers change during the development. Whole-mount *in situ* hybridization shows the gene expression of 3 known PGC markers and 1 unknown gene within presumptive germ cells (arrow). Detection of PGC in *A. mexicanum* embryos at around stage 33 using *in situ* hybridization. Lateral view, with A-Anterior, B-Posterior. Scale bar = 2 mm.

Gene ontology analysis supported the role of degraded DLTs in many biological processes, such as cell regulation, localization and development (Figure 5B). Moreover, the GO enrichment analysis suggests a molecular function of DLTs in the binding of specific molecules, such as proteins or RNAs (Supplementary Table S5).

#### Degradation of PGC markers during *A. mexicanum* development

A separate subgroup included genes that are known as the PGC markers. In this group, we observed the degradation of DLTs affecting profile pattern—from extremely vegetal to slightly vegetal or homogeneous distribution (Figure 5C). 

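From the 1-cell to the 1K-cell stage the share in section E went from 84.1 over 62.6 and 56.4 to 49.6% for *velo1*-1 (means of 3 embryos). It went from 84.5 over 49.3 and 41.5 to 29% for *velo1*-2 and from 65.1 over 35.3 and 32 to 27.7% for *rbpms2*-1. For *grip2*-2 it was 98, 84.5, 83.8 and 73.8%, and for *rbpms2*-2 it was 57.2, 23.3, 26.5 and 22%. The interaction of section and stage was not called by edgeR for *velo1*-1 (adjusted p = 0.0239), *velo1*-2 (0.891), *grip2*-2 (0.802) or *rbpms2*-2 (0.628). At the 1K-cell stage the vegetal-to-animal difference was 3.90 ± 0.081 (SE) for *nanos1* and 5.39 ± 0.142 for *dnd1*. For *rbpms2*-1 it was 0.69 ± 0.141, with an adjusted p of 0.0817 for section.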

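Total counts of *grip2*-2 fell from 3217 ± 717 (SD, n = 3) at the 1-cell to 130.1 ± 85.7 at the 4-cell stage (log2 -4.62 ± 0.514 SE, edgeR adjusted p = 5.65e-05). Those of *velo1*-2 fell from 2936 ± 745 to 1341 ± 374 (-1.13 ± 0.241, 0.00611). The other 6 missed an adjusted p of 0.01. Nearest to it came *nanos1* (7468 ± 1650 to 3012 ± 1520, -1.31 ± 0.322, 0.0137) and *rbpms2*-1 (2959 ± 354 to 2169 ± 301, -0.45 ± 0.137, 0.0408). Then followed *dnd1* (5822 ± 361 to 3060 ± 1560, -0.93 ± 0.346, 0.0905) and *grip2*-1 (7753 ± 2340 to 3502 ± 2290, -1.15 ± 0.466, 0.121). The last were *velo1*-1 (4419 ± 1030 to 3001 ± 1390, -0.56 ± 0.311, 0.266) and *rbpms2*-2 (565.1 ± 90.6 to 495.7 ± 170, -0.19 ± 0.233, 0.646). All 8 means were lower at the 4-cell stage. With totals summed from normalized counts over sections A, B, C and E, an alternative chosen after seeing the data, 6 of the 8 were called. With normalized sums without 1-cell replicate 3, named in the plan as a fallback and run after seeing the data, 5 were called. Leaving out 1 embryo at a time gave 1 to 2.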

The transcript level of all PGC transcripts—*dnd1, rbmps2-1, rbpms2-2, grip2-1, grip2-2, nanos1, velo1-1* and *velo1-2*—significantly decreased after the 1-cell stage (Figure 5C; Supplementary Figure S2A). Even if some transcripts did not meet the criteria to be included in the total transcript alteration (3-fold change) or sectional profile alteration (2-fold change), the profile change was pronounced enough to suggest that vegetal degradation is occurring. 

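For *grip2*-1, section D held 1.51% of the counts at the 1-cell stage and 20.1% at the 1K-cell stage. Its totals at the 64- and 1K-cell stages were 6397 ± 1540 (SD, n = 3) and 4113 ± 711. Those of *dnd1* were 4484 ± 1880 and 3695 ± 537. Counts of a section do not separate loss of RNA in section E from its movement into section D.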

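Transcript AMEXTC_0340000004005 was at 0 in the 3 embryos of the 1-cell stage and at totals of 237.7 ± 46 (SD, n = 3), 379.4 ± 157 and 314.5 ± 89 at the 4-, 64- and 1K-cell stages. Its level at the 4-cell stage was at least 209-fold higher (edgeR adjusted p = 1.01e-05). It was vegetal at the 1K-cell stage (vegetal-to-animal difference 1.78 ± 0.174 SE, 4.14e-04), while sections did not pass the test at the 4-cell (0.346) and 64-cell stages (0.0139).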

To identify whether degraded transcripts are present in PGC in later development, we selected 3 genes from this group showing vegetal degradation (*rbmps2-1*, *grip2-1, dnd1*) and 1 gene (AMEXTC_0340000004005) with the opposite trend—zero count at the 1-cell stage and *de novo* transcription mainly in the vegetal hemisphere from the 4-cell stage—for *in situ* hybridization. All transcripts were detected in the embryo at around stage 33 in the presumptive germ line (Figure 5C) and surprisingly also in the heart and pronephros (Supplementary Figure S2B).

### Motif enrichment in primordial germ cell markers

For a deeper understanding of the PGC markers degradation process, we performed motif analysis searching for any conserved regulatory sequence within the 3′ and 5’ UTR sequences. Using data from previous publication (Naraine et al., 2022) and Xenbase.org we obtained UTRs of 5 transcripts in each organism (Listed in Supplementary Figure S2A). There were no statistically significant motifs enriched within the PGCs RNAs of the *A. mexicanum* versus those from the *X. laevis*. However, this is most likely due to the low number of genes used for the analysis (∼5 genes). Due to this limitation, FIMO was instead used to assess whether the detected motifs were found exclusively or in a high proportion within the UTRs of the *A. mexicanum* PGCs versus the other models.

The *de novo* motif analysis within the 3′UTR of PGC marker genes revealed 7 motifs enriched in the *A. mexicanum* compared with either the *X. laevis* marker genes or the shuffled sequences (Figure 6A). Most of the motifs were uridine rich. 5 of the identified motifs were present exclusively in *A. mexicanum* but not in *X. laevis*. Then, the motif presence was also estimated in the other model organisms—*M. musculus, H. sapiens, D. melanogaster, A. ruthenus* and *D. rerio—*and only 1 motif (Motif 6) was exclusive to *A. mexicanum*. We observed no significant enrichment of these 7 motifs when comparing the *de novo* transcripts against the degraded ones, or the vegetal sectional changes against the animal sectional changes.

**FIGURE 6:**
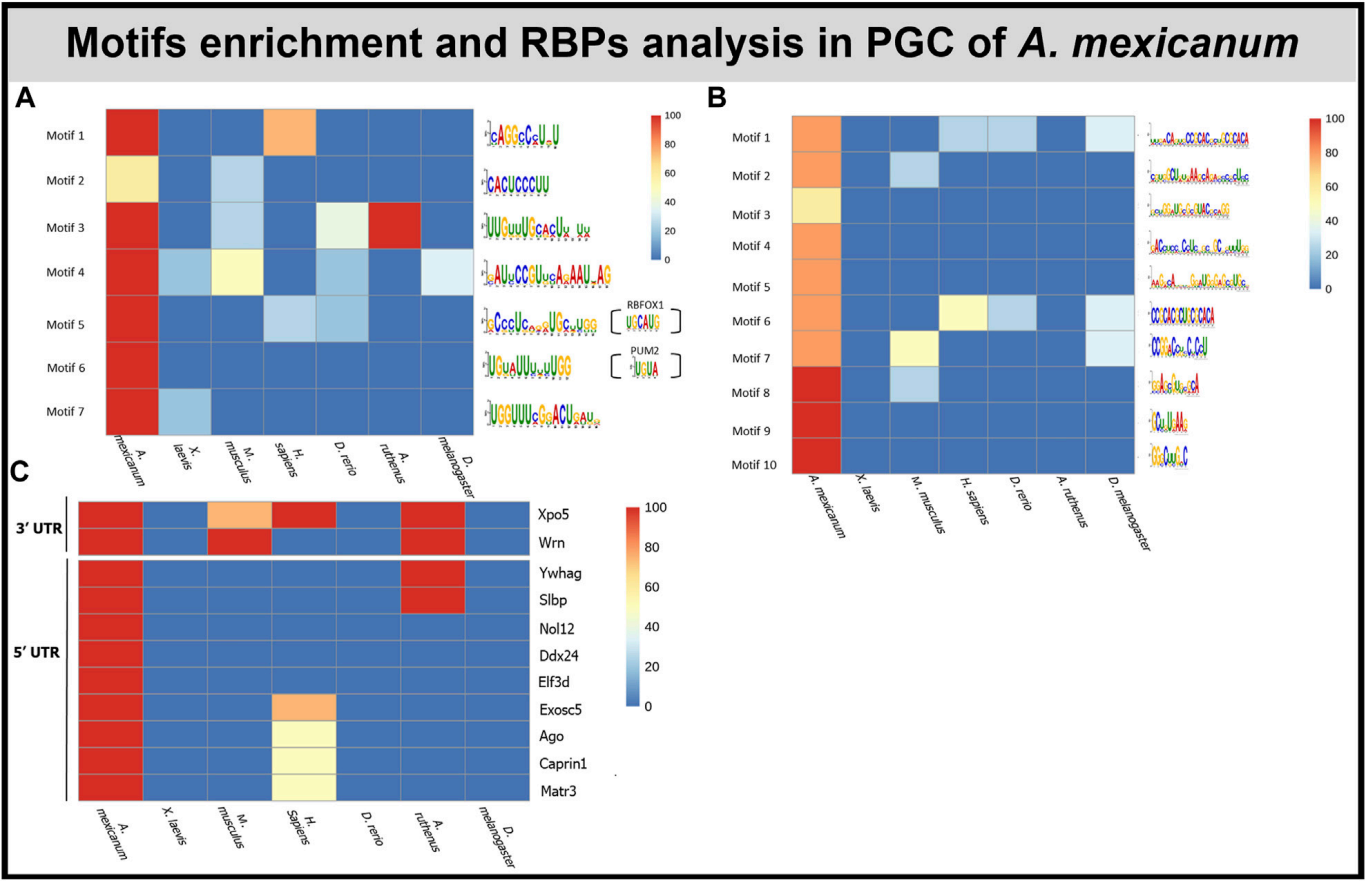
Motif and RBP enrichment in PGC. **(A)** *De novo* motif analysis within 3′UTR of *A. mexicanum.* Enriched motifs were also scanned in other model organisms. Sequences of motifs 5 and 6 probably can be bound by 2 known RBPS—PUM2 and RBFOX1. **(B)** *De novo* motifs analysis within 5′UTR of *A. mexicanum*. Enriched motifs were also scanned in other model organisms. **(C)** Identification of RBP binding motifs using BRIO within 3′ and 5′ UTR of *A.mexicanum*. The RBP presence was also assessed in other model organisms.

In total, we identified 10 motifs conserved within the 5′UTR of PGC markers in *A. mexicanum* and none of them were present in *X. laevis* or the shuffled sequences (Figure 6B). Most of the motifs were enriched with either cytosine or guanosine. Two motifs (Motif 1 and 6)—had CAC core. All the motifs were scanned against PGC sequences of the 4 model organisms and 4 motifs were unique exclusively to *A. mexicanum*. We observed no significant enrichment of these 10 motifs when comparing the *de novo* transcripts against the degraded ones, or the vegetal sectional changes against the animal sectional changes.

We used the Scan for motif software to identify putative RBP sites within the 3′UTR of PGC markers. The analysis revealed several RBPs which can affect RNA stability, degradation and translation, such as PUM2, KHSRP and ZFP36. However, all the RBPs affecting RNA stability were also detected in *X. laevis* PGC markers (Complete list of RBPs in Supplementary Table S8)*.* To compare *de novo* motifs with motifs recognized by known RBPs we used the Tomtom tool, which helped us to identify 2 motifs which resembled previously discovered motifs. Motif 5 was similar to RBFOX1 (UGCAUG) binding sites and motif 6 was similar to PUM2 (UGUA) and ZFP36 (UUAUUUAWK) (Figure 6A).

BRIO software was used to search for known primary sequences and secondary structures associated with RBP binding motifs within the 3′ and 5′ UTRs of *A. mexicanum* PGC markers. We identified 5 (3′UTR) and 17 (5′UTR) RBPs binding motifs unique to *A. mexicanum* compared with *X. laevis* (Supplementary Table S9). Using the available resources, we selected 2 (3′UTR) and 9 (5′UTR) proteins potentially playing a role in transcript degradation (Figure 6C). BEAM was used to find structural motifs present in the RNA secondary structure, but no motif was shared in all 5 *A. mexicanum* PGC markers within 3′ or 5′UTR.

As it is known, miRNA can induce mRNA degradation or translational repression (reviewed in O’Brien et al., 2018). Therefore, we searched for miRNAs that may target the *A. mexicanum* PGC transcripts using the online miRNA database miRDB. We discovered 41 miRNAs present only in *A. mexicanum,* but none of them was shared in all PGC genes. Similarly, 50 miRNAs were specific only for *X. laevis* but were not shared in all its PGC genes (Supplementary Table S10).

### Conservation of vegetal and animal motifs

Analysis was carried out to determine if previously conserved animal and vegetal motifs detected in the oocyte of the *A. mexicanum* (Naraine et al., 2022) can also be seen preferentially enriched within the vegetal and animal transcripts during embryogenesis. Motifs were scanned using FIMO against the following datasets of developing *A. mexicanum* embryos: animal, vegetal, sectional profile altering, stage altering *de novo* and degraded DLTs.

Within the 3′ and 5’ UTR of transcripts from the *A. mexicanum* embryos, we observed the enrichment of the previously detected putative localization motifs that were found shared between both *A. mexicanum* and *X. laevis* oocytes and also those that were unique only for *A. mexicanum* oocytes (Supplementary Figure S3) (Naraine et al., 2022). The conserved motifs were detected only in the vegetally localized DLTs of *A. mexicanum* embryos and were mostly enriched with CAC or guanine-rich sequences.

The map of identified *de novo* motifs, miRNAs, RBPs and motifs from previous publication (Naraine et al., 2022) was assembled for selected PGC markers (Supplementary Figure S4).

## Discussion

Localization of transcripts established in the mature egg during oogenesis has a crucial role in asymmetric cell division during embryo development. Previously we identified thousands of DLTs in the maturating oocytes of *X. laevis* and *A. ruthenus* (Iegorova et al., 2022) and mature eggs of *X. laevis, A. mexicanum, A. ruthenus* and *D. rerio* (Naraine et al., 2022). The comparison of the evolutionary conservation of localized transcripts revealed many differences among analyzed species such as a low correlation in vegetal localization and dynamic changes in transcript levels. Based on these results we proposed that the development of different vertebrate species can be regulated in many ways.

To assess this, we performed a spatiotemporal analysis of transcript localization in early embryos of the urodele amphibian *A. mexicanum* and compared our results with available data from the anuran *X. laevis*. The transcriptome analysis in four developmental stages of *A. mexicanum* revealed very dynamic changes in RNA profiles and uncovered three divergent alterations—sectional profile alteration, *de novo* transcription and degradation. Early embryonic development is dependent on maternal RNA and protein storages in the absence of transcription, after which during MBT the transcription from the embryonic genome is initiated. In *X. laevis*, the MBT occurs after the 12th cycle of cell division, but in *A. mexicanum,* it can be either after the 9th cycle (Lefresne et al., 1998) or the 12th cycle of cell division (Jiang et al., 2017). Despite the first theories that transcription does not occur before MBT, later it has been shown in many species (e.g., *X. laevis* (Yang et al., 2002; Skirkanich et al., 2011), *M. musculus* (Bouniol et al., 1995; Aoki et al., 1997; Abe et al., 2018)) that a small number of genes can be transcribed even shortly after fertilization. In *A. mexicanum*, we identified more than 1.7% of maternal transcripts transcribed during the period from the fertilized egg until the early blastula (1K-cell) stage. Our findings support Jiang et al., 2017 and determine the onset of MBT after the 12th cycle of cell division. According to the GO analysis, *de novo* transcripts synthesized during this period have a structural and functional role in nascent cells. For example, *pi4ka* encodes kinase contributing to cell membrane synthesis (Wong and Cantley, 1994) and *epcam* is one of the main cell-to-cell adhesion molecules (Litvinov et al., 1994). Moreover, we identified *de novo* synthesis of *wee2*, whose zygotic expression was previously described in *X. laevis.* Leise and Mueller, 2002 proposed the possible mitosis-inhibiting role of Wee2 kinase in specific embryo tissues lacking proliferating cells.

The clearance of maternal transcripts before embryonic genome activation is required to regulate early embryo development and prepare the embryo for MBT. In *X. laevis*, deadenylation and transcript degradation can be mediated via RBPs recognizing specific RNA elements—deadenylation elements (Paillard et al., 1998) and AU-rich elements (Voeltz and Steitz, 1998)—or through zygotic miRNA (Lund et al., 2009; Koebernick et al., 2010). In *A. mexicanum,* we revealed the degradation of more than 1.5% of maternal transcripts. Previously, the degradation of several mRNAs (*wnt1, wnt5a, wnt5b*) during *A. mexicanum* early development was noticed (Caulet et al., 2010), but we are the first to describe the degradation in transcriptome-wide view in this model. Degraded maternal transcripts are enriched for GO terms related to cell cycle regulation, localization and the developmental process. For example, we have detected degradation of *actb,* which can be caused by actin disassembly at the cleaving egg (Field et al., 2019), and *ccna1*, which regulates cell cycle control (G1/S and G2/M). Degradation of the *ccna1* may be due to cyclin A1 redundancy given that the G1 phase is absent in the axolotl (Lefresne et al., 1998). Previously, Hamatani et al., 2004 described massive degradation of transcripts involved in the cell cycle also in *M. musculus* early embryos.

The PGC markers were previously identified to be localized to the vegetal pole in the eggs of *X. laevis* and *A. mexicanum* (Naraine et al., 2022), and have been corroborated by our research. While in *X. laevis*, the vegetal localization is established through the mitochondrial cloud (Kloc and Etkin, 1995), in *A. mexicanum*, this structure is probably absent and the mechanisms of mRNA localization remain unknown (Ikenishi and Nieuwkoop, 1978; Johnson et al., 2001). The interesting view on germ cell development in urodele was proposed by Škugor et al., 2016. In *A. mexicanum*, they described the functional loss of protein encoded by *velo1* which probably played an ancestral role in germ plasm assembly and proposed its role in germline formation in the ancestors of vertebrates. Therefore, they concluded that preformation is an ancestral mechanism and the inductive germ line determination occurred in vertebrates lacking germ plasm (e.g., urodeles, primates, rodents) due to convergent evolution. Our results may support this hypothesis because we detected the partial degradation of several PGC markers shortly after fertilization. Johnson et al. (2001) described the first appearance of *dazl,* another PGC marker, at stage 40 as well as the first formation of primordial germ cells. Therefore, to confirm, that the expression of PGC markers again starts after gastrulation (Johnson et al., 2001), we decided to detect 3 PGC markers (*grip2, dnd1* and *rbpms2*) and 1 vegetally localized unknown transcript using *in situ* hybridization. While *grip2* and *dnd1* were previously detected in PGCs (Tarbashevich et al., 2007; Koebernick et al., 2010)*, rbpms2* was detected only in oocytes and developing heart in *X.laevis* (Gerber et al., 1999; Zearfoss et al., 2004). Indeed, all of them was localized in the region of *A. mexicanum* presumptive germ cells at the stage 35 (Figure 5C), which is 5 stages earlier than reported by Johnson et al. (2001).

To take a deeper look into the processes of partial degradation of PGC markers, we analyzed their UTRs for a motif enrichment that may cause the degradation. We identified 1 motif (Motif 6, Figure 6A) within 3′UTR, which is exclusive for *A. mexicanum* PGC. It is interesting that the motif possibly binds PUM2 and ZFP36, which are RBPs involved in mRNA repression (Lai et al., 1999; Lai et al., 2003; Van Etten et al., 2012). Therefore, we concluded that this motif may potentially plays an important role in the partial degradation of the PGC marker RNAs after fertilization. Moreover, we identified 4 motifs exclusive in the 5′UTR of *A. mexicanum* PGCs mRNAs*,* but the role of these motifs is not known. Also, we identified several RBPs, potentially playing a role in degradation, which recognize binding sited within 3′UTR of PGCs mRNAs, but for these RBPs, the role in embryonic developmental degradation has not yet been described.

To find motifs specific for degradation or *de novo* synthesis, we searched motif enrichment within 3′ and 5′UTRs of maternal transcript in the degradation/*de novo* group, but no significant enrichment was observed. Moreover, we searched within animal or vegetal groups, to find enriched motifs for localization, but we did not find any significant enrichment. However, previously detected motifs enriched within the UTRs of vegetal and animally transcripts in the egg of the *A. mexicanum* (Naraine et al., 2022), revealed 5 motifs enriched within the 3′ and 5′UTRs of *A. mexicanum* embryos. These motifs are enriched with CAC core, a known localization motif, as well as some with guanine or cytosine-rich sequences, which may be potentially new localization elements.

The final mechanism on how the transcript can be regulated during early development is through profile alteration. We have determined sectional profile alteration in both vegetal and animal hemispheres. The formation or disruption of the vegetal profile was detected in a total of 2.3% DLTs. Out of these, 9% DLTs disrupt their vegetal profile due to transcript degradation and 3.4% DLTs create the profile due to *de novo* synthesis. The remaining 87.6% of transcripts show less than 3x fold change count across stages. Therefore, the sectional profile alteration for these remaining transcripts can be caused by either lower levels of degradation/*de novo* synthesis or active relocalization. GO term analysis performed on a subgroup containing transcripts whose vegetal localization gradually changed into uniform/slightly vegetal distribution, revealed their functions mainly in localization and protein folding. In *X. laevis*, for instance, Grip2 protein is indispensable for proper PGC migration (Kirilenko et al., 2008) and *kif4,* encoding microtubule motor protein*,* is essential for somatic cell division and its maternal paralog for meiotic division (Samwer et al., 2013; Ems-McClung et al., 2019). GO terms associated with transcripts whose vegetal profile rapidly changed into uniform/slightly vegetal distribution after the 1-cell stage, revealed their connection mainly with cellular components. As an example, *man2b1* (Malm and Nilssen, 2008) and *fuca1* (Willems et al., 1999) encode lysosomal enzymes and Sys1 protein is involved in protein trafficking (Behnia et al., 2004).

The alteration in animal profile was detected in almost 0.4% of DLTs. Of the total number of DLTs altering the animal profile, 78.7% of DLTs show less than 3x fold count change across individual stages. The animal alteration caused by transcript degradation was detected only in 1.9% DLTs, while *de novo* transcription was revealed in 19.4% DLTs. Transcripts forming animal profiles after the 1-cell stage are enriched for GO terms related to structural and functional components of the cell. Examples include *nek9,* encoding serine/threonine kinase, which plays an important role in mitotic spindle formation (Rapley et al., 2008) and Rrp12 protein important for ribosome assembly (Oeffinger et al., 2004).

Overall, our findings describing the regulation of maternal transcripts in early *A. mexicanum* embryos showed that after fertilization, maternal transcripts undergo multiple dynamic changes. These include alteration in localization or abundance and suggest that even related amphibians, such as *A. mexicanum* and *X. laevis*, can regulate their early development differently. The most prominent difference is probably the partial degradation of PGC markers, which indicates relevance for the differential development of germ cell establishment in the two amphibian orders. Our results support the necessity of cross-species comparison for a better understanding of aspects of the regulation of embryonic development.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO under GSE240796.

## References

[B1] AbeK.FunayaS.TsukiokaD.KawamuraM.SuzukiY.SuzukiM. (2018). Minor zygotic gene activation is essential for mouse preimplantation development. PNAS 115, E6780–E6788. 10.1073/pnas.1804309115 29967139PMC6055165

[B2] AgiusE.OelgeschlagerM.WesselyO.KempC.De RobertisE. M. (2000). Endodermal Nodal-related signals and mesoderm induction in Xenopus. Development 127, 1173–1183. 10.1242/dev.127.6.1173 10683171PMC2292107

[B3] AokiF.WorradD. M.SchultzR. M. (1997). Regulation of transcriptional activity during the first and second cell cycles in the preimplantation mouse embryo. Dev. Biol. 181, 296–307. 10.1006/dbio.1996.8466 9013938

[B4] BachvarovaR. F.MasiT.DrumM.ParkerN.MasonK.PatientR. (2004). Gene expression in the axolotl germ line: axdazl, axvh, axoct-4, and axkit. Dev. Dyn. 231, 871–880. 10.1002/dvdy.20195 15517581

[B5] BaileyT. L. (2021). STREME: accurate and versatile sequence motif discovery. Bioinformatics 37, 2834–2840. 10.1093/bioinformatics/btab203 33760053PMC8479671

[B6] BehniaR.PanicB.WhyteJ. R. C.MunroS. (2004). Targeting of the arf-like GTPase Arl3p to the Golgi requires N-terminal acetylation and the membrane protein Sys1p. Nat. Cell Biol. 6, 405–413. 10.1038/ncb1120 15077113

[B7] Benoit BouvretteL. P.BovairdS.BlanchetteM.LécuyerE. (2020). oRNAment: a database of putative RNA binding protein target sites in the transcriptomes of model species. Nucleic Acids Res. 48, D166-D173–D173. 10.1093/nar/gkz986 31724725PMC7145663

[B8] BiswasA.BrownC. M. (2014). Scan for motifs: a webserver for the analysis of post-transcriptional regulatory elements in the 3′ untranslated regions (3′ UTRs) of mRNAs. BMC Bioinforma. 15, 174. 10.1186/1471-2105-15-174 PMC406737224909639

[B9] BolgerA. M.LohseM.UsadelB. (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics 30, 2114–2120. 10.1093/bioinformatics/btu170 24695404PMC4103590

[B10] BordzilovskayaN. P.DettlaffT. A. (1979). Table of stages of the normal development of axolotl embryos. 1-6. Axolotl Newsl. 7, 2–22.

[B11] BouniolC.NguyenE.DebeyP. (1995). Endogenous transcription occurs at the 1-cell stage in the mouse embryo. Exp. Cell Res. 218, 57–62. 10.1006/excr.1995.1130 7537698

[B12] BrannonM.GompertsM.SumoyL.MoonR. T.KimelmanD. (1997). A beta-catenin/XTcf-3 complex binds to the siamois promoter to regulate dorsal axis specification in Xenopus. Genes Dev. 11, 2359–2370. 10.1101/gad.11.18.2359 9308964PMC316518

[B13] BrayN. L.PimentelH.MelstedP.PachterL. (2016). Near-optimal probabilistic RNA-seq quantification. Nat. Biotechnol. 34, 525–527. 10.1038/nbt.3519 27043002

[B114] CauletS.PelczarH.AndéolY. (2010). Multiple sequences and factors are involved in stability/degradation of Awnt-1, Awnt-5A and Awnt-5B mRNAs during axolotl development. Development growth and differentiation 52 (2) 209–222. 10.1111/j.1440-169X.2009.01156.x 20151991

[B14] ChanA. P.KlocM.EtkinL. D. (1999). Fatvg encodes a new localized RNA that uses a 25-nucleotide element (FVLE1) to localize to the vegetal cortex of Xenopus oocytes. Development 126, 4943–4953. 10.1242/dev.126.22.4943 10529413

[B15] ChangP.TorresJ.LewisR. A.MowryK. L.HoulistonE.KingM. L. (2004). Localization of RNAs to the mitochondrial cloud in Xenopus oocytes through entrapment and association with endoplasmic reticulum. Mol. Biol. Cell. 15, 4669–4681. 10.1091/mbc.e04-03-0265 15292452PMC519158

[B16] ChenY.WangX. (2020). miRDB: an online database for prediction of functional microRNA targets. Nucleic Acids Res. 48, D127-D131–D131. 10.1093/nar/gkz757 31504780PMC6943051

[B17] ClauβenM.TarbashevichK.PielerT. (2011). Functional dissection of the RNA signal sequence responsible for vegetal localization of XGrip2.1 mRNA in Xenopus oocytes. RNA Biol. 8, 873–882. 10.4161/rna.8.5.16028 21788733

[B18] CookK. B.KazanH.ZuberiK.MorrisQ.HughesT. R. (2011). RBPDB: a database of RNA-binding specificities. Nucleic Acids Res. 39, D301–D308. 10.1093/nar/gkq1069 21036867PMC3013675

[B19] DassiE.ReA.LeoS.TebaldiT.PasiniL.PeroniD. (2014). AURA 2: empowering discovery of post-transcriptional networks. Transl. (Austin) 2, e27738. 10.4161/trla.27738 PMC470582326779400

[B20] De DomenicoE.OwensN. D. L.GrantI. M.Gomes-FariaR.GilchristM. J. (2015). Molecular asymmetry in the 8-cell stage Xenopus tropicalis embryo described by single blastomere transcript sequencing. Dev. Biol. 408, 252–268. 10.1016/j.ydbio.2015.06.010 26100918PMC4684228

[B21] DelarueM.SáezF. J.JohnsonK. E.BoucautJ. C. (1997). Fates of the blastomeres of the 32-cell stage *Pleurodeles waltl* embryo. Dev. Dyn. 210, 236–248. 10.1002/(SICI)1097-0177(199711)210:3<236::AID-AJA5>3.0.CO;2-H 9389450

[B22] DeshlerJ. O.HighettM. I.SchnappB. J. (1997). Localization of Xenopus Vg1 mRNA by vera protein and the endoplasmic reticulum. Science 276, 1128–1131. 10.1126/science.276.5315.1128 9148809

[B23] DumontJ. (1972). Oogenesis in *Xenopus laevis* (Daudin). I. Stages of oocyte development in laboratory maintained animals. J. Morphol. 136, 153–179. 10.1002/jmor.1051360203 4109871

[B24] Ems-McClungS. C.EmchM.ZhangS.MahnoorS.WeaverL. N.WalczakC. E. (2019). RanGTP induces an effector gradient of XCTK2 and importin α/β for spindle microtubule cross-linking. J. Cell Biol. 219, e201906045. 10.1083/jcb.201906045 PMC704168931865374

[B25] FieldC. M.PelletierJ. F.MitchisonT. J. (2019). Disassembly of actin and keratin networks by aurora B kinase at the midplane of cleaving *Xenopus laevis* eggs. Curr. Biol. 29, 1999–2008. 10.1016/j.cub.2019.05.016 31178324PMC6639026

[B26] FlachsovaM.SindelkaR.KubistaM. (2013). Single blastomere expression profiling of *Xenopus laevis* embryos of 8 to 32-cells reveals developmental asymmetry. Sci. Rep. 3, 2278. 10.1038/srep02278 23880666PMC3721081

[B27] ForristallC.PondelM.ChenL.KingM. L. (1995). Patterns of localization and cytoskeletal association of two vegetally localized RNAs, Vg1 and Xcat-2. Dev 121, 201–208. 10.1242/dev.121.1.201 7867501

[B28] FuentesR.MullinsM. C.FernándezJ. (2018). Formation and dynamics of cytoplasmic domains and their genetic regulation during the zebrafish oocyte-to-embryo transition. Mech. Dev. 154, 259–269. 10.1016/j.mod.2018.08.001 30077623

[B29] GeX.GrotjahnD.WelchE.Lyman-GingerichJ.HolguinC.DimitrovaE. (2014). Hecate/Grip2a acts to reorganize the cytoskeleton in the symmetry-breaking event of embryonic Axis induction. PLOS Genet. 10, e1004422. 10.1371/journal.pgen.1004422 24967891PMC4072529

[B30] GerberW. V.YatskievychT. A.AntinP. B.CorreiaK. M.ConlonR. A.KriegP. A. (1999). The RNA-binding protein gene, hermes, is expressed at high levels in the developing heart. Mech. Dev. 80, 77–86. 10.1016/s0925-4773(98)00195-6 10096065

[B31] GrantC. E.BaileyT. L.NobleW. S. (2011). FIMO: scanning for occurrences of a given motif. Bioinformatics 27, 1017–1018. 10.1093/bioinformatics/btr064 21330290PMC3065696

[B32] GuarracinoA.PepeG.BallesioF.AdinolfiM.PietrosantoM.SangiovanniE. (2021). BRIO: a web server for RNA sequence and structure motif scan. Nucleic Acids Res. 49, W67–W71. 10.1093/nar/gkab400 34038531PMC8262756

[B33] GuptaS.StamatoyannopoulosJ. A.BaileyT. L.NobleW. S. (2007). Quantifying similarity between motifs. Genome Biol. 8, R24. 10.1186/gb-2007-8-2-r24 17324271PMC1852410

[B34] HamataniT.CarterM. G.SharovA. A.KoM. S. H. (2004). Dynamics of global gene expression changes during mouse preimplantation development. Dev. Cell 6, 117–131. 10.1016/s1534-5807(03)00373-3 14723852

[B35] HashimotoY.MaegawaS.NagaiT.YamahaE.SuzukiH.YasudaK. (2004). Localized maternal factors are required for zebrafish germ cell formation. Dev. Biol. 268, 152–161. 10.1016/j.ydbio.2003.12.013 15031112

[B36] HeasmanJ.QuarmbyJ.WylieC. C. (1984). The mitochondrial cloud of Xenopus oocytes: the source of germinal granule material. Dev. Biol. 105, 458–469. 10.1016/0012-1606(84)90303-8 6541166

[B37] HorvayK.ClaußenM.KatzerM.LandgrebeJ.PielerT. (2006). Xenopus Dead end mRNA is a localized maternal determinant that serves a conserved function in germ cell development. Dev. Biol. 291, 1–11. 10.1016/j.ydbio.2005.06.013 16448642

[B38] HoustonD. W.ZhangJ.MainesJ. Z.WassermanS. A.KingM. L. (1998). A Xenopus DAZ-like gene encodes an RNA component of germ plasm and is a functional homologue of Drosophila boule. Development 125, 171–180. 10.1242/dev.125.2.171 9486791

[B39] HowleyC.HoR. K. (2000). mRNA localization patterns in zebrafish oocytes. Mech. Dev. 92, 305–309. 10.1016/s0925-4773(00)00247-1 10727871

[B40] IegorovaV.NaraineR.PsenickaM.ZelazowskaM.SindelkaR. (2022). Comparison of RNA localization during oogenesis within *Acipenser ruthenus* and *Xenopus laevis* . Front. Cell. Dev. Biol. 10, 982732. 10.3389/fcell.2022.982732 36204678PMC9531136

[B41] IkenishiK.NieuwkoopP. D. (1978). Location and ultrastructure of primordial germ cells (PGCs) in *Ambystoma mexicanum* . Dev. Growth Differ. 20, 1–9. 10.1111/j.1440-169X.1978.00001.x 37281741

[B42] JiangP.NelsonJ. D.LengN.CollinsM.SwansonS.DeweyC. N. (2017). Analysis of embryonic development in the unsequenced axolotl: waves of transcriptomic upheaval and stability. Dev. Biol. Xenopus Genomes 426, 143–154. 10.1016/j.ydbio.2016.05.024 PMC527291127475628

[B43] JohnsonA. D.BachvarovaR. F.DrumM.MasiT. (2001). Expression of axolotl DAZL RNA, a marker of germ plasm: widespread maternal RNA and onset of expression in germ cells approaching the gonad. Dev. Biol. 234, 402–415. 10.1006/dbio.2001.0264 11397009

[B44] KirilenkoP.WeierudF. K.ZornA. M.WoodlandH. R. (2008). The efficiency of Xenopus primordial germ cell migration depends on the germplasm mRNA encoding the PDZ domain protein Grip2. Differentiation 76, 392–403. 10.1111/j.1432-0436.2007.00229.x 17924960

[B45] KlocM.EtkinL. D. (1995). Two distinct pathways for the localization of RNAs at the vegetal cortex in Xenopus oocytes. Development 121, 287–297. 10.1242/dev.121.2.287 7539356

[B46] KnautH.PelegriF.BohmannK.SchwarzH.Nüsslein-VolhardC. (2000). Zebrafish vasa RNA but not its protein is a component of the germ plasm and segregates asymmetrically before germline specification. J. Cell Biol. 149, 875–888. 10.1083/jcb.149.4.875 10811828PMC2174565

[B47] KoebernickK.LoeberJ.ArthurP. K.TarbashevichK.PielerT. (2010). Elr-type proteins protect Xenopus Dead end mRNA from miR-18-mediated clearance in the soma. PNAS 107, 16148–16153. 10.1073/pnas.1004401107 20805475PMC2941339

[B48] KofronM.DemelT.XanthosJ.LohrJ.SunB.SiveH. (1999). Mesoderm induction in Xenopus is a zygotic event regulated by maternal VegT via TGFbeta growth factors. Development 126, 5759–5770. 10.1242/dev.126.24.5759 10572051

[B49] KopylovaE.NoéL.TouzetH. (2012). SortMeRNA: fast and accurate filtering of ribosomal RNAs in metatranscriptomic data. Bioinformatics 28, 3211–3217. 10.1093/bioinformatics/bts611 23071270

[B50] KosakaK.KawakamiK.SakamotoH.InoueK. (2007). Spatiotemporal localization of germ plasm RNAs during zebrafish oogenesis. Mech. Dev. 124, 279–289. 10.1016/j.mod.2007.01.003 17293094

[B51] LaiW. S.CarballoE.StrumJ. R.KenningtonE. A.PhillipsR. S.BlackshearP. J. (1999). Evidence that tristetraprolin binds to AU-rich elements and promotes the deadenylation and destabilization of tumor necrosis factor alpha mRNA. Mol. Cell Biol. 19, 4311–4323. 10.1128/mcb.19.6.4311 10330172PMC104391

[B52] LaiW. S.KenningtonE. A.BlackshearP. J. (2003). Tristetraprolin and its family members can promote the cell-free deadenylation of AU-rich element-containing mRNAs by poly(A) ribonuclease. Mol. Cell Biol. 23, 3798–3812. 10.1128/mcb.23.11.3798-3812.2003 12748283PMC155217

[B53] LaurentM. N.BlitzI. L.HashimotoC.RothbächerU.ChoK. W. (1997). The Xenopus homeobox gene twin mediates Wnt induction of goosecoid in establishment of Spemann’s organizer. Development 124, 4905–4916. 10.1242/dev.124.23.4905 9428427

[B54] LechnerM.FindeissS.SteinerL.MarzM.StadlerP. F.ProhaskaS. J. (2011). Proteinortho: detection of (co-)orthologs in large-scale analysis. BMC Bioinforma. 12, 124. 10.1186/1471-2105-12-124 PMC311474121526987

[B55] LefresneJ.AndéolY.SignoretJ. (1998). Evidence for introduction of a variable G1 phase at the midblastula transition during early development in axolotl. Dev. Growth Differ. 40, 497–508. 10.1046/j.1440-169x.1998.t01-3-00004.x 9783475

[B56] LeiseW. F.MuellerP. R. (2002). Multiple Cdk1 inhibitory kinases regulate the cell cycle during development. Dev. Biol. 249, 156–173. 10.1006/dbio.2002.0743 12217326

[B115] LevinM.ThorlinT.RobinsonK. R.NogiT.MercolaM. (2002). Asymmetries in H+/K+-ATPase and cell membrane potentials comprise a very early step in left-right patterning. Development 111 (1) 77–89. 10.1016/S0092-8674(02)00939-X 12372302

[B57] LitvinovS. V.VeldersM. P.BakkerH. A.FleurenG. J.WarnarS. O. (1994). Ep-CAM: a human epithelial antigen is a homophilic cell-cell adhesion molecule. J. Cell Biol. 125, 437–446. 10.1083/jcb.125.2.437 8163559PMC2120036

[B58] LoveM. I.HuberW.AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15, 550. 10.1186/s13059-014-0550-8 25516281PMC4302049

[B59] LuF.-I.ThisseC.ThisseB. (2011). Identification and mechanism of regulation of the zebrafish dorsal determinant. Proc. Natl. Acad. Sci. 108, 15876–15880. 10.1073/pnas.1106801108 21911385PMC3179059

[B60] LundE.LiuM.HartleyR. S.SheetsM. D.DahlbergJ. E. (2009). Deadenylation of maternal mRNAs mediated by miR-427 in *Xenopus laevis* embryos. RNA 15, 2351–2363. 10.1261/rna.1882009 19854872PMC2779678

[B61] LundmarkC. (1986). Role of bilateral zones of ingressing superficial cells during gastrulation of *Ambystoma mexicanum* . Development 97, 47–62. 10.1242/dev.97.1.47 3794603

[B62] LustigK. D.KrollK. L.SunE. E.KirschnerM. W. (1996). Expression cloning of a Xenopus T-related gene (Xombi) involved in mesodermal patterning and blastopore lip formation. Development 122, 4001–4012. 10.1242/dev.122.12.4001 9012520

[B63] McLeayR. C.BaileyT. L. (2010). Motif enrichment analysis: a unified framework and an evaluation on ChIP data. BMC Bioinforma. 11, 165. 10.1186/1471-2105-11-165 PMC286800520356413

[B64] MacArthurH.HoustonD. W.BubunenkoM.MosqueraL.KingM. L. (2000). DEADSouth is a germ plasm specific DEAD-box RNA helicase in Xenopus related to eIF4A. Mech. Dev. 95, 291–295. 10.1016/s0925-4773(00)00357-9 10906480

[B65] MahowaldA. P.HennenS. (1971). Ultrastructure of the “germ plasm” in eggs and embryos of *Rana pipiens* . Dev. Biol. 24, 37–53. 10.1016/0012-1606(71)90045-5 4107682

[B66] MalmD.NilssenØ. (2008). Alpha-mannosidosis. Orphanet J. Rare Dis. 3, 21. 10.1186/1750-1172-3-21 18651971PMC2515294

[B67] MatteiE.PietrosantoM.FerrèF.Helmer-CitterichM. (2015). Web-beagle: a web server for the alignment of RNA secondary structures. Nucleic Acids Res. 43, W493–W497. 10.1093/nar/gkv489 25977293PMC4489221

[B68] MeltonD. A. (1987). Translocation of a localized maternal mRNA to the vegetal pole of Xenopus oocytes. Nature 328, 80–82. 10.1038/328080a0 3600777

[B69] MoodyS. A. (1987a). Fates of the blastomeres of the 16-cell stage Xenopus embryo. Dev. Biol. 119, 560–578. 10.1016/0012-1606(87)90059-5 3803718

[B70] MoodyS. A. (1987b). Fates of the blastomeres of the 32-cell-stage Xenopus embryo. Dev. Biol. 122, 300–319. 10.1016/0012-1606(87)90296-x 3596014

[B71] NaraineR.IegorovaV.AbaffyP.FranekR.SoukupV.PsenickaM. (2022). Evolutionary conservation of maternal RNA localization in fishes and amphibians revealed by TOMO-Seq. Dev. Biol. 489, 146–160. 10.1016/j.ydbio.2022.06.013 35752299

[B72] NathK.BoorechJ. L.BeckhamY. M.BurnsM. M.ElinsonR. P. (2005). Status of RNAs, localized in *Xenopus laevis* oocytes, in the frogs *Rana pipiens* and Eleutherodactylus coqui. J. Exp. Zool. 304B, 28–39. 10.1002/jez.b.21020 15515051

[B73] NishitaM.HashimotoM. K.OgataS.LaurentM. N.UenoN.ShibuyaH. (2000). Interaction between Wnt and TGF-beta signalling pathways during formation of Spemann’s organizer. Nature 403, 781–785. 10.1038/35001602 10693808

[B116] NowoshilowS.TanakaE. M. (2020). Introducing www.axolotl-omics.org – an integrated -omics data portal for the axolotl research community. Exp. Cell Res 394 (1) 112143. 10.1016/j.yexcr.2020.112143 32540400

[B74] O’BrienJ.HayderH.ZayedY.PengC. (2018). Overview of MicroRNA biogenesis, mechanisms of actions, and circulation. Front. Endocrinol. 9, 402. 10.3389/fendo.2018.00402 PMC608546330123182

[B75] OeffingerM.DlakićM.TollerveyD. (2004). A pre-ribosome-associated HEAT-repeat protein is required for export of both ribosomal subunits. Genes Dev. 18, 196–209. 10.1101/gad.285604 14729571PMC324425

[B76] PaillardL.OmilliF.LegagneuxV.BassezT.ManieyD.OsborneH. B. (1998). EDEN and EDEN-BP, a cis element and an associated factor that mediate sequence-specific mRNA deadenylation in Xenopus embryos. EMBO J. 17, 278–287. 10.1093/emboj/17.1.278 9427761PMC1170378

[B77] PantanoL.HutchinsonJ.BarreraV.PiperM.KhetaniR.DailyK. (2023). DEGreport: Report of DEG analysis. Available at: http://lpantano.github.io/DEGreport/ .

[B78] PietrosantoM.AdinolfiM.CasulaR.AusielloG.FerrèF.Helmer-CitterichM. (2018). BEAM web server: a tool for structural RNA motif discovery. Bioinformatics 34, 1058–1060. 10.1093/bioinformatics/btx704 29095974PMC5860439

[B79] RapleyJ.NicolàsM.GroenA.ReguéL.BertranM. T.CaellesC. (2008). The NIMA-family kinase Nek6 phosphorylates the kinesin Eg5 at a novel site necessary for mitotic spindle formation. J. Cell Sci. 121, 3912–3921. 10.1242/jcs.035360 19001501PMC4066659

[B80] RaudvereU.KolbergL.KuzminI.ArakT.AdlerP.PetersonH. (2019). g:Profiler: a web server for functional enrichment analysis and conversions of gene lists (2019 update). Nucleic Acids Res. 47, W191-W198–W198. 10.1093/nar/gkz369 31066453PMC6602461

[B81] RayD.KazanH.CookK. B.WeirauchM. T.NajafabadiH. S.LiX. (2013). A compendium of RNA-binding motifs for decoding gene regulation. Nature 499, 172–177. 10.1038/nature12311 23846655PMC3929597

[B82] SamwerM.DehneH.-J.SpiraF.KollmarM.GerlichD. W.UrlaubH. (2013). The nuclear F-actin interactome of Xenopus oocytes reveals an actin-bundling kinesin that is essential for meiotic cytokinesis. EMBO J. 32, 1886–1902. 10.1038/emboj.2013.108 23727888PMC3981176

[B83] SchreckenbergG. M.JacobsonA. G. (1975). Normal stages of development of the axolotl. *Ambystoma mexicanum* . Dev. Biol. 42, 391–400. 10.1016/0012-1606(75)90343-7 1167837

[B84] SekulaM.DattaS.DattaS. (2017). optCluster: an R Package for determining the optimal clustering algorithm. Bioinformation 13, 101–103. 10.6026/97320630013101 28584451PMC5450252

[B85] SindelkaR.AbaffyP.QuY.TomankovaS.SidovaM.NaraineR. (2018). Asymmetric distribution of biomolecules of maternal origin in the *Xenopus laevis* egg and their impact on the developmental plan. Sci. Rep. 8, 8315. 10.1038/s41598-018-26592-1 29844480PMC5974320

[B86] SindelkaR.JonákJ.HandsR.BustinS. A.KubistaM. (2008). Intracellular expression profiles measured by real-time PCR tomography in the *Xenopus laevis* oocyte. Nucleic Acids Res. 36, 387–392. 10.1093/nar/gkm1024 18039714PMC2241880

[B87] SindelkaR.SidovaM.SvecD.KubistaM. (2010). Spatial expression profiles in the *Xenopus laevis* oocytes measured with qPCR tomography. Methods, Xenopus Oocytes as Exp. Syst. 51, 87–91. 10.1016/j.ymeth.2009.12.011 20051264

[B88] SkirkanichJ.LuxardiG.YangJ.KodjabachianL.KleinP. S. (2011). An essential role for transcription before the MBT in *Xenopus laevis* . Dev. Biol. 357, 478–491. 10.1016/j.ydbio.2011.06.010 21741375PMC3164747

[B89] ŠkugorA.TveitenH.JohnsenH.AndersenØ. (2016). Multiplicity of Buc copies in Atlantic salmon contrasts with loss of the germ cell determinant in primates, rodents and axolotl. BMC Evol. Biol. 16, 232. 10.1186/s12862-016-0809-7 27784263PMC5080839

[B90] SoukupV.TazakiA.YamazakiY.PospisilovaA.EpperleinH.-H.TanakaE. M. (2021). Oral and palatal dentition of axolotl arises from a common tooth-competent zone along the ecto-endodermal boundary. Front. Cell. Dev. Biol. 8, 622308. 10.3389/fcell.2020.622308 33505974PMC7829593

[B91] StennardF.CarnacG.GurdonJ. B. (1996). The Xenopus T-box gene, Antipodean, encodes a vegetally localised maternal mRNA and can trigger mesoderm formation. Development 122, 4179–4188. 10.1242/dev.122.12.4179 9012537

[B92] SupekF.BošnjakM.ŠkuncaN.ŠmucT. (2011). REVIGO summarizes and visualizes long lists of gene ontology terms. PLOS ONE 6, e21800. 10.1371/journal.pone.0021800 21789182PMC3138752

[B93] TamP. P.ZhouS. X. (1996). The allocation of epiblast cells to ectodermal and germ-line lineages is influenced by the position of the cells in the gastrulating mouse embryo. Dev. Biol. 178, 124–132. 10.1006/dbio.1996.0203 8812114

[B94] TarbashevichK.KoebernickK.PielerT. (2007). XGRIP2.1 is encoded by a vegetally localizing, maternal mRNA and functions in germ cell development and anteroposterior PGC positioning in *Xenopus laevis* . Dev. Biol. 311, 554–565. 10.1016/j.ydbio.2007.09.012 17936745

[B95] TheuschE. V.BrownK. J.PelegriF. (2006). Separate pathways of RNA recruitment lead to the compartmentalization of the zebrafish germ plasm. Dev. Biol. 292, 129–141. 10.1016/j.ydbio.2005.12.045 16457796

[B96] TranL. D.HinoH.QuachH.LimS.ShindoA.Mimori-KiyosueY. (2012). Dynamic microtubules at the vegetal cortex predict the embryonic axis in zebrafish. Development 139, 3644–3652. 10.1242/dev.082362 22949618

[B97] UntergasserA.CutcutacheI.KoressaarT.YeJ.FairclothB. C.RemmM. (2012). Primer3--new capabilities and interfaces. Nucleic Acids Res. 40, e115. 10.1093/nar/gks596 22730293PMC3424584

[B98] Van EttenJ.SchagatT. L.HritJ.WeidmannC. A.BrumbaughJ.CoonJ. J. (2012). Human Pumilio proteins recruit multiple deadenylases to efficiently repress messenger RNAs. J. Biol. Chem. 287, 36370–36383. 10.1074/jbc.M112.373522 22955276PMC3476303

[B99] VaurS.MontreauN.DautryF.AndeolY. (2003). Differential post-transcriptional regulations of wnt mRNAs upon axolotl meiotic maturation. Int. J. Dev. Biol. 46, 731–739.12216985

[B100] VenkataramaT.LaiF.LuoX.ZhouY.NewmanK.KingM. L. (2010). Repression of zygotic gene expression in the Xenopus germline. Development 137, 651–660. 10.1242/dev.038554 20110330PMC2827618

[B101] VincentJ.-P.OsterG. F.GerhartJ. C. (1986). Kinematics of gray crescent formation in Xenopus eggs: the displacement of subcortical cytoplasm relative to the egg surface. Dev. Biol. 113, 484–500. 10.1016/0012-1606(86)90184-3 3949075

[B102] VincentJ.-P.ScharfS. R.GerhartJ. C. (1987). Subcortical rotation in Xenopus eggs: A preliminary study of its mechanochemical basis. Cell Motil. 8, 143–154. 10.1002/cm.970080206 3690686

[B103] VinotS.LeT.OhnoS.PawsonT.MaroB.Louvet-ValléeS. (2005). Asymmetric distribution of PAR proteins in the mouse embryo begins at the 8-cell stage during compaction. Dev. Biol. 282, 307–319. 10.1016/j.ydbio.2005.03.001 15950600

[B104] VoeltzG. K.SteitzJ. A. (1998). AUUUA sequences direct mRNA deadenylation uncoupled from decay during Xenopus early development. Mol. Cell. Biol. 18, 7537–7545. 10.1128/mcb.18.12.7537 9819439PMC109334

[B105] WeidingerG.SteblerJ.SlanchevK.DumstreiK.WiseC.Lovell-BadgeR. (2003). dead end, a novel vertebrate germ plasm component, is required for zebrafish primordial germ cell migration and survival. Curr. Biol. 13, 1429–1434. 10.1016/s0960-9822(03)00537-2 12932328

[B106] WelchE.PelegriF. (2015). Cortical depth and differential transport of vegetally localized dorsal and germ line determinants in the zebrafish embryo. BioArchitecture 5, 13–26. 10.1080/19490992.2015.1080891 PMC483244226528729

[B107] WhitingtonP. M. D.DixonK. E. (1975). Quantitative studies of germ plasm and germ cells during early embryogenesis of *Xenopus laevis* . Development 33, 57–74. 10.1242/dev.33.1.57 1151270

[B108] WillemsP. J.SeoH.-C.CouckeP.TonlorenziR.O’BrienJ. S. (1999). Spectrum of mutations in fucosidosis. Eur. J. Hum. Genet. 7, 60–67. 10.1038/sj.ejhg.5200272 10094192

[B109] WongK.CantleyL. C. (1994). Cloning and characterization of a human phosphatidylinositol 4-kinase. J. Biol. Chem. 269, 28878–28884. 10.1016/s0021-9258(19)61989-7 7961848

[B110] YangJ.TanC.DarkenR. S.WilsonP. A.KleinP. S. (2002). Beta-catenin/Tcf-regulated transcription prior to the midblastula transition. Development 129, 5743–5752. 10.1242/dev.00150 12421713

[B111] ZearfossN. R.ChanA. P.WuC. F.KlocM.EtkinL. D. (2004). Hermes is a localized factor regulating cleavage of vegetal blastomeres in *Xenopus laevis* . Dev. Biol. 267, 60–71. 10.1016/j.ydbio.2003.10.032 14975717

[B112] ZhangJ.KingM. L. (1996). Xenopus VegT RNA is localized to the vegetal cortex during oogenesis and encodes a novel T-box transcription factor involved in mesodermal patterning. Development 122, 4119–4129. 10.1242/dev.122.12.4119 9012531

[B113] ZhouY.KingM. L. (1996). Localization of Xcat-2 RNA, a putative germ plasm component, to the mitochondrial cloud in Xenopus stage I oocytes. Development 122, 2947–2953. 10.1242/dev.122.9.2947 8787767

# Supplementary material for: RNA localization during early development of the axolotl
**Source:** Front Cell Dev Biol. 2023 Oct 19;11:1260795. doi: 10.3389/fcell.2023.1260795
**Supplement:** Supplementary file 1

## Slide 1

A
Extremely vegetal
grip2
dnd1
RNA-seq
RNA-seq
qPCR
qPCR
80
20000
75
60
9000
15000
50
6000
40
Normalized count
Normalized count
10000
Proportion of grip2 mRNA [%]
Proportion of dnd1 mRNA [%]
5000
25
3000
20
0
0
0
0
 A B C D E
 A B C D E
 A B C D E
 A B C D E
Section
Section
Section
Section
B
Animal
akt2
ankhd1
qPCR
qPCR
RNA-seq
RNA-seq
40
900
40
700
30
600
30
800
20
Normalized count
Proportion of ankhd1 mRNA [%]
500
Normalized count
20
Proportion of akt2 mRNA [%]
700
400
10
10
600
300
0
0
 A B C D E
 A B C D E
 A B C D E
 A B C D E
Section
Section
Section
Section
C
Degradation
velo1
plin2
RNA-seq
RNA-seq
qPCR
qPCR
4000
3000
60
30
3000
Normalized count
40
2000
Normalized count
Proportion of velo1 mRNA [%]
20
Proportion of plin2 mRNA [%]
2000
20
1000
1000
10
0
0
 A B C D E
 A B C D E
 A B C D E
 A B C D E
Section
Section
Section
Section
D
De novo synthesis
nynrin-like
mok
RNA-seq
RNA-seq
RNA-seq vs. qPCR
RNA-seq vs. qPCR
**
***
*
**
***
60
**
600
60
20
***
**
40
Normalized count
Normalized count
40
400
Relative expression
Relative expression
10
20
20
200
0
0
0
0
1
cell
64
cell
1K
cell
4
cell
 A B C D E
1
cell
4
cell
1K
cell
64
cell
 A B C D E
Section
Section
Section
Section
Section
 Method
 Stage
 4-cell
 64-cell
 1-cell
 1 000-cell
qPCR
RNA-seq
Fig. S1: RNA-seq data validation using RT-qPCR. A – C) RNA-seq represents the averaged z-score expression for the averaged total transcript across the stage replicates. qPCR represents mean proportion of mRNAs for individual genes in particular section. Mean ± .s.d. D) RNA-seq - localization profiles generated from RNA-seq data. Line plot represent the averaged z-score expression for the averaged total transcript across the stage replicates. RNA-seq vs. qPCR - the comparison of relative expression using qPCR and RNA-seq. Geometric mean ± g.s.d. The independent samples t-test. N.s . p>0.05, *p<0.05, **p<0.01, ***p<0.001. 3 biological replicates were used.

## Slide 2

A
B
Lateral view, detail
Ventral view
Lateral view
dnd1
PGC
H
PGC
H
H
grip2
PGC
P
PGC
P
rbpms2
H
P
PGC
P
PGC
AMEXTC_0340000004005
H
PGC
P
P
PGC
A
P
P
A
H
A
P
H
A
P
H
Fig. S2: Primordial germ cell markers in A. mexicanum. A) Complete list of primordial germ cell markers. B) Expression patterns of dnd1, grip2, rbpms2 and AMEXTC_0340000004005 at around embryonic stage 33 (note that the tailbud was lost in some embryos during the in situ hybridization protocol). H – heart; P – pronephros; PGC – primordial germ cells. A - anterior, P - posterior. Scale bars = 1 mm.

## Slide 3

Motif 1’
Motif 2’
3’ UTR
Motif 3’
Motif 4’
5’ UTR
Motif 5’
Animal
Vegetal
Degradation
De novo transcription
Homogeneous/slightly vegetal at the 1-cell stage, vegetal in late stages
Homogeneous/slightly vegetal at the 1-cell stage, vegetal in late stages
Vegetal at the 1-cell stage, homogeneous/slightly vegetal in late stages
Vegetal at the 1-cell stage, gradual decrease in late stages
Figure S3: The enrichment of motifs from previous paper (Naraine et al., 2022) within 3‘ and 5‘UTR of A. mexicanum embryos.

## Slide 4

dnd1
X. laevis
(dnd1)
de novo
miRNA
A. mexicanum (AMEXTC_0340000227198)
RBP
previous de novo
de novo
miRNA
miRNA
miRNA
de novo
motif 1
motif 2
motif 3
motif 4
motif 5
motif 6
motif 7
previous de novo
motif 1’
RBP
Xpo5
Wrn
grip2
X. laevis
(grip2.L)
miRNA
A. mexicanum (AMEXTC_0340000192586)
RBP
previous de novo
de novo
miRNA
miRNA
miRNA
de novo
motif 1
motif 2
motif 3
motif 4
motif 5
motif 6
motif 7
previous de novo
motif 2’
RBP
Xpo5
Wrn
Fig. S4: The position map of de novo motifs, de novo motifs from previous publication (Naraine et al., 2022) and motifs binding miRNAs unique to the given gene and RNA-binding proteins (RBPs) unique to the given gene. The map was created using the 3’UTR for two PGC genes, dnd1 and grip2, of A. mexicanum and X. laevis.

# Supplementary material for: RNA localization during early development of the axolotl
**Source:** Front Cell Dev Biol. 2023 Oct 19;11:1260795. doi: 10.3389/fcell.2023.1260795
**Supplement:** Supplementary file 2

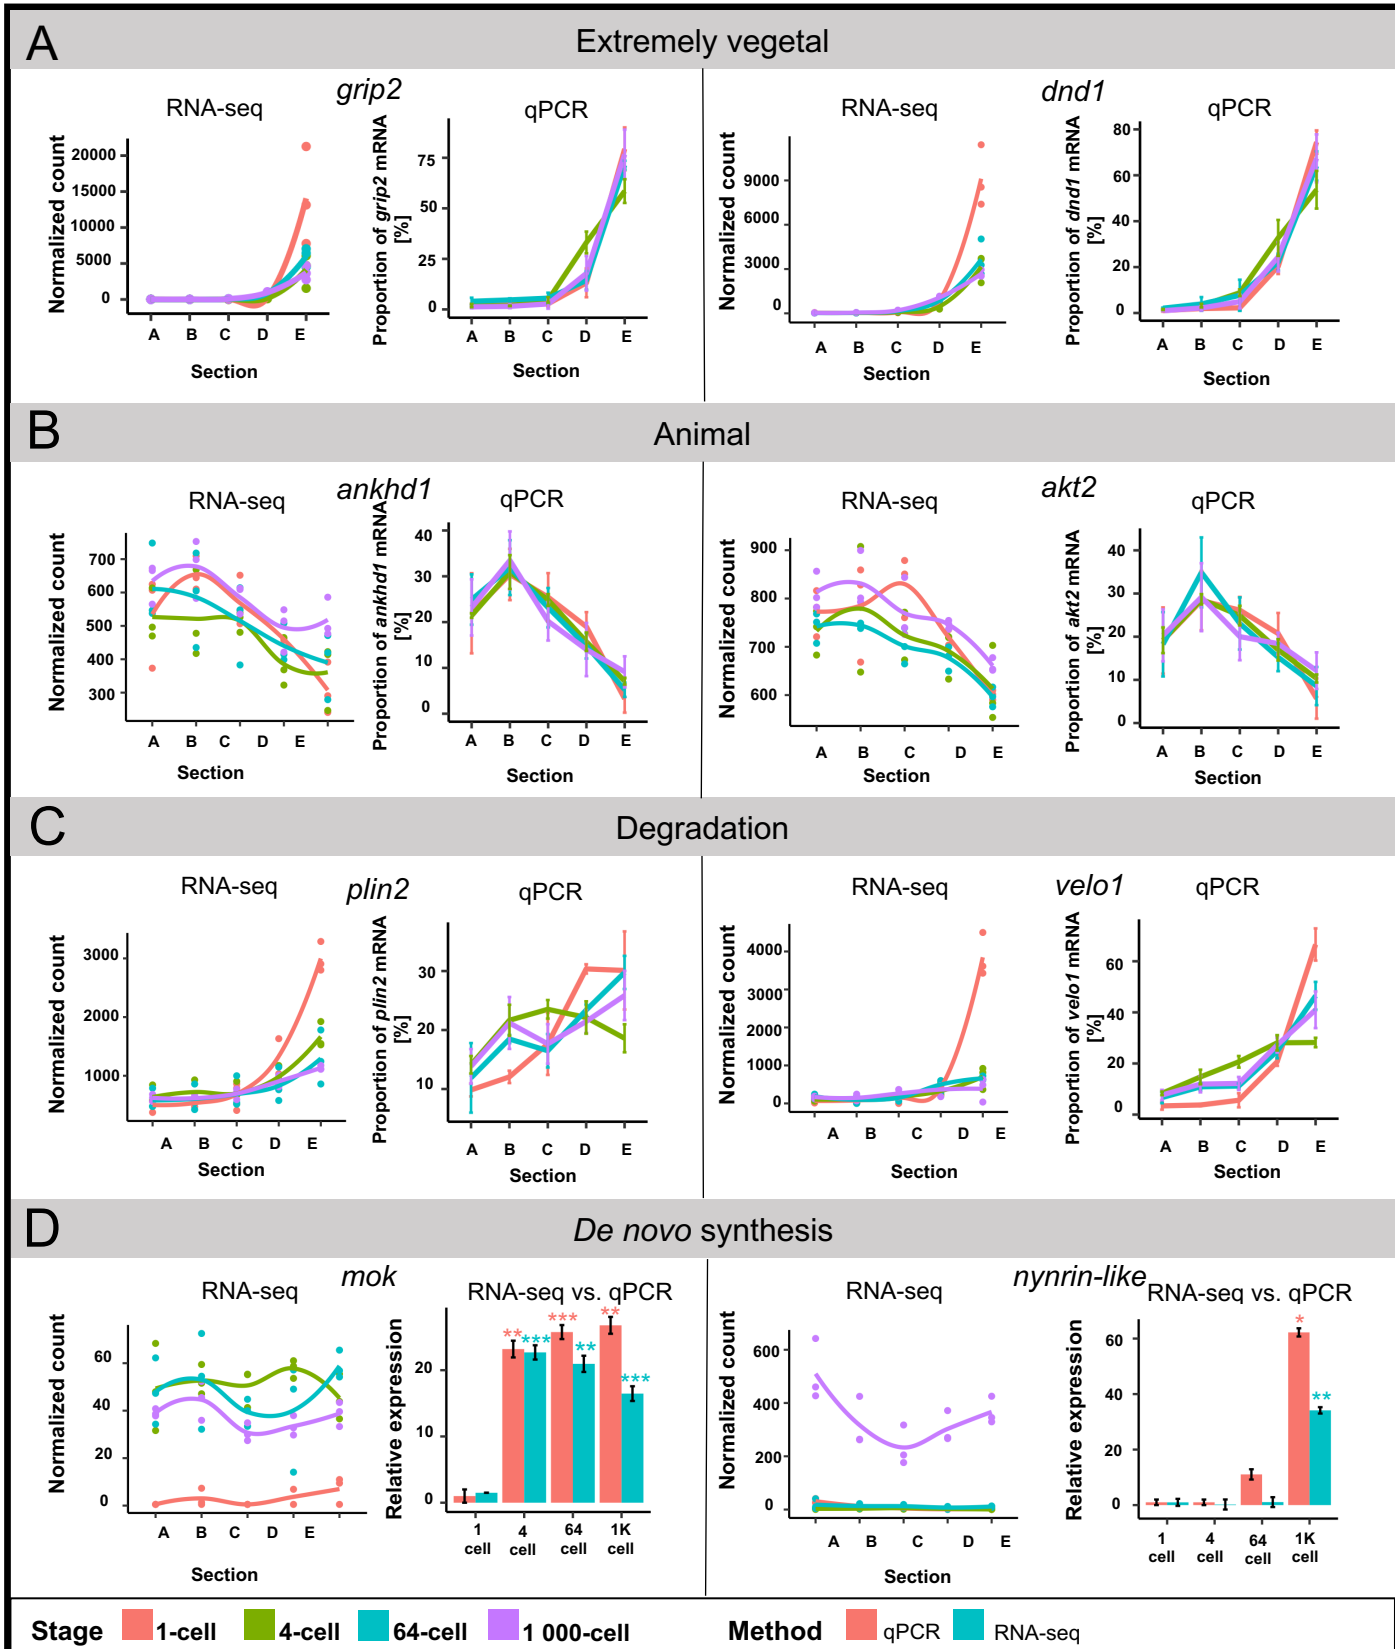

Fig. S1: RNA-seq data validation using RT-qPCR. A – C) RNA-seq represents the averaged z-score expression for the averaged total transcript across the stage replicates. qPCR represents mean proportion of mRNAs for individual genes in particular section. Mean $\pm$ .s.d. **D)** RNA-seq - localization profiles generated from RNA-seq data. Line plot represent the averaged z-score expression for the averaged total transcript across the stage replicates. RNA-seq vs. qPCR - the comparison of relative expression using qPCR and RNA-seq. Geometric mean $\pm$ g.s.d. The independent samples t-test. N.s . $p>0.05$, * $p<0.05$, ** $p<0.01$, *** $p<0.001$. 3 biological replicates were used.

A

Profile alteration	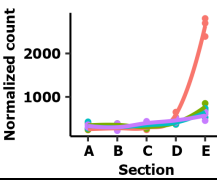	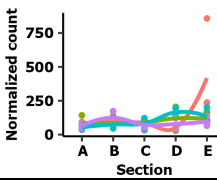	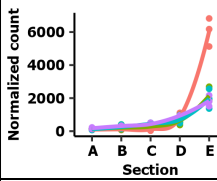	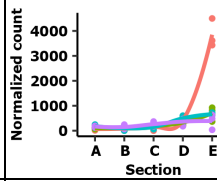	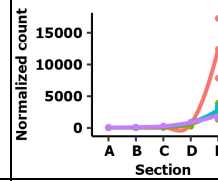
Gene ID	AMEXTC_0340000038222	AMEXTC_0340000294788	AMEXTC_0340000183471	AMEXTC_0340000183472	AMEXTC_0340000239076
Gene symbol	rbpms2-1	rbpms2-2	velo1-1	velo1-2	nanos1
Count alteration	x	x	x	degradation	degradation
Profile alteration	x	x	x	x	x
Experiment	<i>in situ</i> ; 3'UTR, 5'UTR motif	x	x	x	3'UTR, 5'UTR motif analysis
Profile alteration	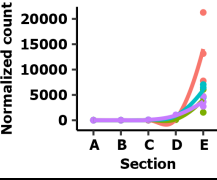	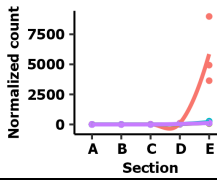	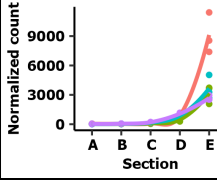	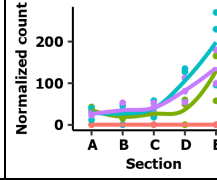	
Gene ID	AMEXTC_0340000035404	AMEXTC_0340000192586	AMEXTC_0340000227198	AMEXTC_0340000004005	
Gene symbol	grip2-1	grip2-2	dnd1	x	
Transcript count	x	degradation	x	<i>de novo</i> transcription	
Profile alteration	Vegetal at the 1-cell stage, gradual decrease in late stages	Vegetal at the 1-cell stage, gradual decrease in late stages	Vegetal at the 1-cell stage, gradual decrease in late stages	Homogeneous/slightly vegetal at the 1-cell stage, vegetal in late stages	
Experiment	<i>in situ</i> ; 3'UTR, 5'UTR motif analysis	3'UTR, 5'UTR motif analysis	<i>in situ</i> ; 3'UTR, 5'UTR motif analysis	<i>in situ</i>	

B

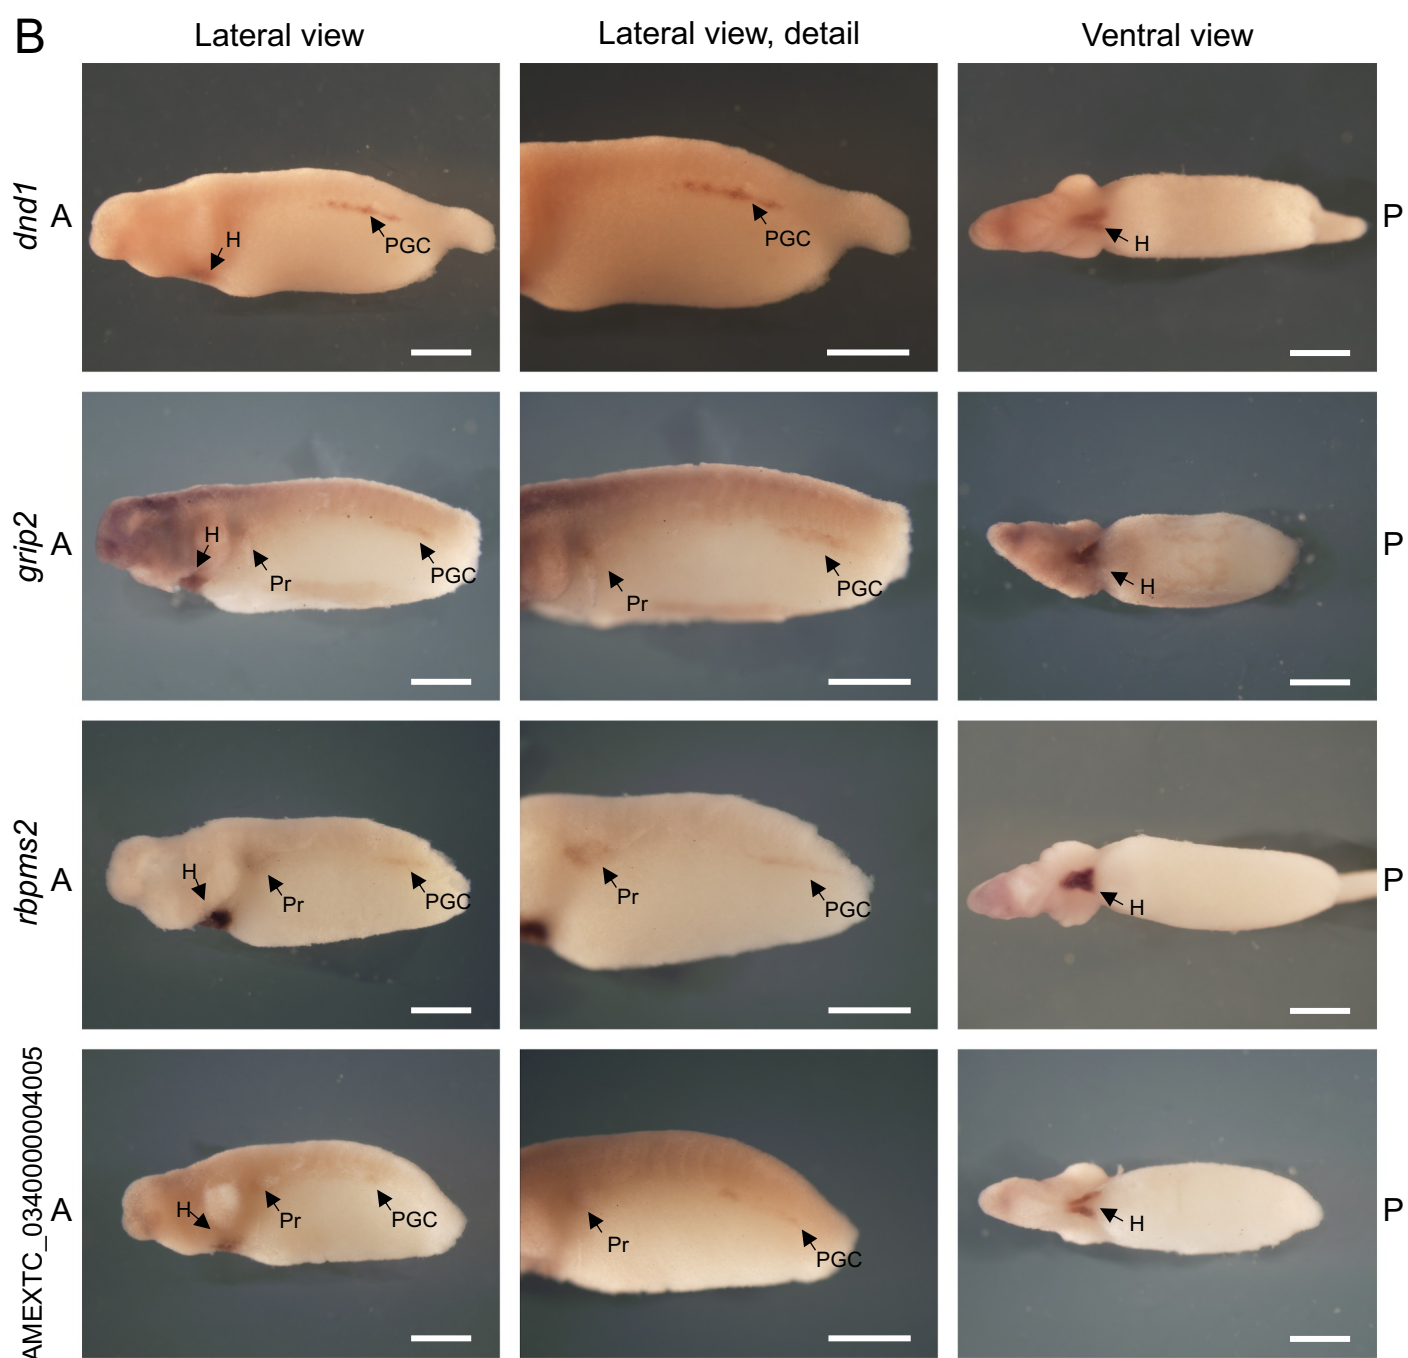

Fig. S2: Primordial germ cell markers in *A. mexicanum*. A) Complete list of primordial germ cell markers. B) Expression patterns of *dnd1*, *grip2*, *rbpms2* and AMEXTC_0340000004005 at around embryonic stage 33 (note that the tailbud was lost in some embryos during the *in situ* hybridization protocol). H – heart; Pr – pronephros; PGC – primordial germ cells. A - anterior, P - posterior. Scale bars = 1 mm.

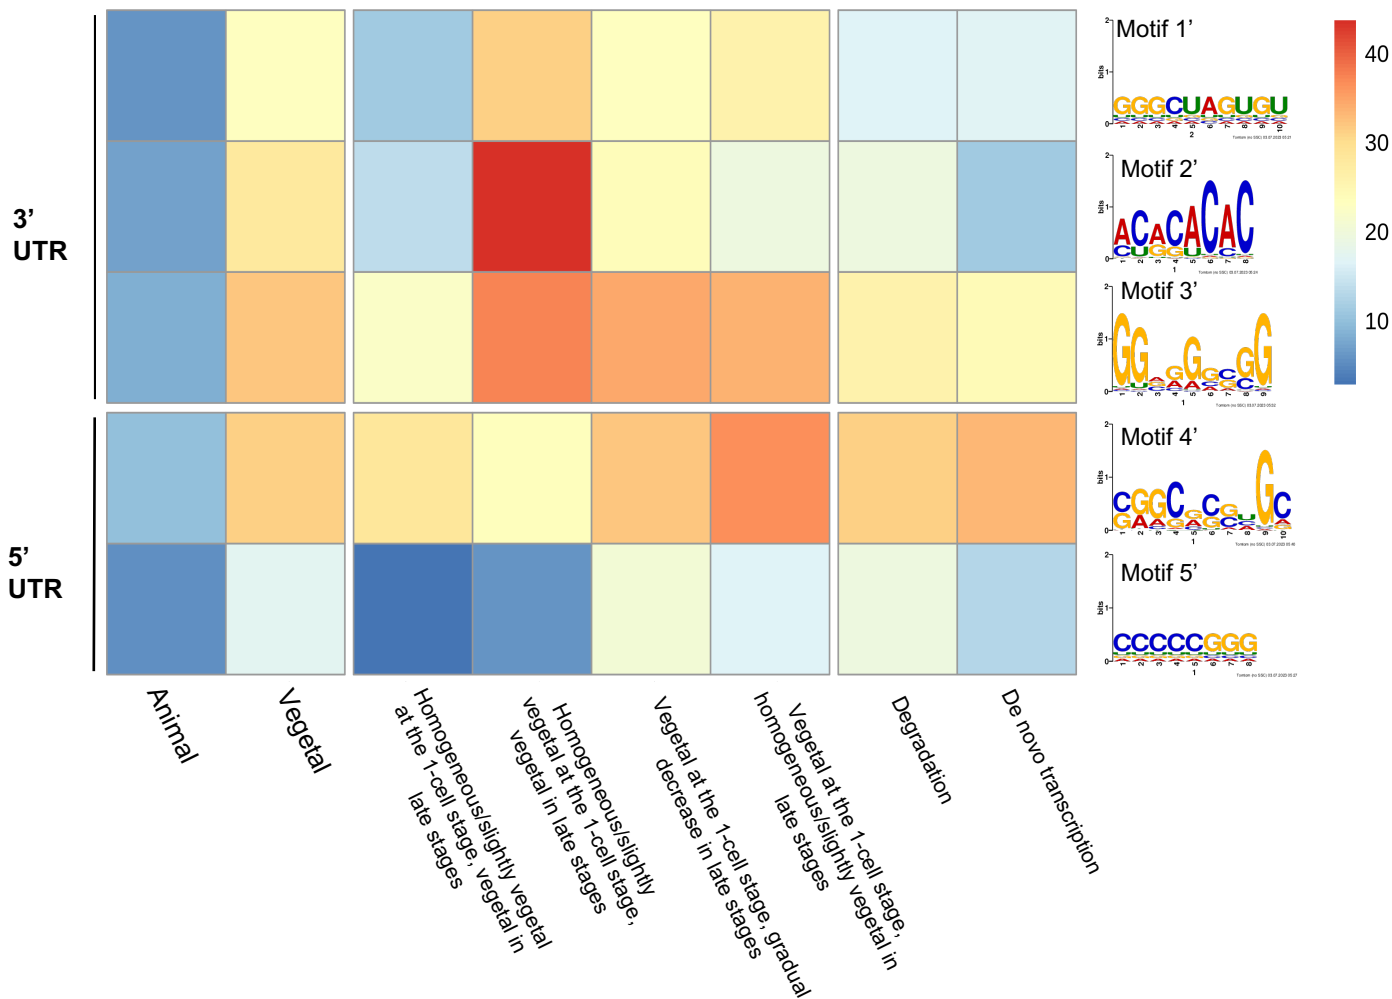

Figure S3: The enrichment of motifs from previous paper (Naraine et al., 2022) within 3' and 5'UTR of *A. mexicanum* embryos.

How the deposited data were processed for this re-analysis (not part of the article)

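RNA was measured per section in single axolotl embryos at the 1-, 4-, 64- and 1K-cell stages, with 12 embryos, 5 sections each and 59 libraries used of the 60 samples labelled. The labels call 1 library an outlier, section D of 1-cell replicate 3, and it was not analysed here. The paper states that there were 2 independent experiments with different parents, without saying which embryos came from which, so parents could not be modelled.

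The authors trimmed the reads with Trimmomatic, counted them per transcript with kallisto (version 0.43.1 in the submitters' notes) and kept transcripts above 30 counts in at least 1 library. The deposited counts are estimated counts that the authors made by pseudo-alignment with kallisto, given as whole numbers for 28909 transcripts, with 0 fractional values. A further deposited table per stage and for all libraries holds counts that the authors normalized with DESeq2, another signal derived from the same libraries, which equal the counts divided by median-of-ratios size factors (largest difference 2.13e-14%). The deposited totals per embryo equal the sums over sections of the not normalized counts in all 346908 values, where the methods describe sums of normalized counts, and the authors scaled them by 1 factor per embryo. The plan fixed before the data were examined named the deposited totals as input and took them for sums of normalized counts; for the case that no totals were given it named sums of normalized counts without 1-cell replicate 3. The deposited totals were kept once seen to be plain sums, and the other calculation was run as an alternative. It calls 5 of the 8 germ cell markers lower at the 4-cell stage, where the deposited totals call 2. Only the counts and totals entered the tests. Symbols are the human ones that the authors gave to each transcript.

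Sections within a stage were compared on counts with edgeR 4.0.16 (limma 3.58.1, statmod 1.5.0, R 4.3.3, data.table 1.17.8), by the quasi-likelihood test with median-of-ratios size factors, a term for section and a term for embryo, and Benjamini-Hochberg adjustment over the 28909 transcripts. Section over all stages and its interaction with stage were tested with terms for stage, section and their interaction, and totals with a term for stage, both without a term for embryo. A transcript was called at an adjusted p under 0.01 with a mean total above 20 in at least 1 stage, the thresholds of the paper, and neighbouring sections at an adjusted p under 0.01 alone. DESeq2 1.42.0 with its likelihood-ratio test was the other tool. Every adjusted p of a transcript comes from edgeR's quasi-likelihood test unless DESeq2 is named. Categories follow a rule inferred from the first 1183 of the 11891 rows of Table S3, which gave the authors' category in 4561 of 4566 profiles there. A profile was counted as altered when its transcript had a call for section over all stages or for the interaction, a mean normalized count in some section at least 2 times as high in 1 stage as in another, and a vegetal or animal category in some stages only; a gradual fall needed a vegetal category at the 1- and 4-cell stages and a level in section E that fell at least 2-fold by the 1K-cell stage. Principal components were taken on log2 normalized CPM of 500 transcripts. A step was a rise or fall of the mean total of at least 3-fold, with 1 added to each mean, in a transcript with a stage call; a transcript was counted at its first rise only, and as a late fall only if it had not fallen by the 4-cell stage.

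Genes were named by a rule: every gene the paper names; in each stage the 10 called transcripts with a symbol and the largest positive and the 10 with the largest negative vegetal-to-animal difference, with a mean total of at least 100 and the same sign in every embryo; in each step the 10 largest rises and the 10 largest falls among called transcripts whose totals do not overlap, with a mean total of at least 100 in the higher stage; and 2 to 4 called members of each gene list with the smallest adjusted p. Values in the visible part of Table S3 and in the figures had been seen when the rule was written. Members of the altered-profile groups and of small groups were named after their values were seen. The 19 gene lists were written from general knowledge of the gene families, taking for each symbol the transcript with the highest mean count; 18 had at least 3 measured members and were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over 126 tests. A fold against embryos at 0 is a lower bound that sets 3 counts over the group in place of 0. The category rule, the tests, the gene rule and most alternatives were fixed before the data were examined.

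Median depth was 3881582 counts per library (1546418 to 6001350), and section E of the 1-cell stage had a median of 2562328. Summed over sections, embryos had median counts of 16767629, 15938046, 22097738 and 21297384 at the 4 stages. In a test on simulated data with the same depths and spread, where 200 transcripts were changed in each comparison, the section test in a stage recovered 9 to 25% of the 2-fold and 43 to 55% of the 4-fold changes, the interaction 6 and 42% and the totals 9 and 64%, with 0 to 2 false calls each. Section over all stages recovered 85 and 96%, with 35 false calls (16.2% of its calls), so its counts hold more false calls than the threshold of 0.01 implies. In these data a missed call is therefore no evidence of an even distribution.

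Alternatives tried were TMM factors, DESeq2, an adjusted p of 0.05, edgeR's filter on low counts, no filter on counts, models with and without a term for embryo, a fold of 3 between stages in a section, the interaction call alone, a pseudocount of 10, a mean total above 300, other sums for the totals, variance-stabilized counts and all transcripts for the principal components, and each embryo left out in turn. Sums of normalized counts, sums over sections A, B, C and E, and DESeq2 calls for the altered profiles were chosen after seeing the data. Clustering with degPatterns, GO and motif enrichment, RT-qPCR and in situ hybridization were not analysed here. Results for some named genes are not reported here.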

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

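The tests of parents that differ between stages, of growing nuclei, of library depth, of counts against normalized counts of the PGC markers and of other splits of the samples were chosen only after the results were seen.

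The section profile of 242 transcripts differed between stages by edgeR's interaction of section and stage (adjusted p under 0.01). Among them were *grip2*-1 (adjusted p = 0.000107), *dnd1* (0.000377), *nanos1* (2.26e-07), *rbpms2*-1 (1.4e-09) and *wnt5a* (0.000345), each with a smaller share of its counts in section E at every later stage than at the 1-cell stage. Of 29 lysosomal enzymes, 14 were higher in the vegetal sections at the 1K-cell stage.

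Other splits of the same samples argue against chance for the interaction calls (242 against at most 2 in the other 20 of 21 splits) and for section over all stages (5204 against at most 129). With 21 splits the real one makes up 4.76%, the smallest share possible. With section labels exchanged within embryos (41 splits, the real one included), no other split reached the real counts, which argues against chance. For the DLTs at the 1-, 4-, 64- and 1K-cell stages these were 2003, 651, 1070 and 1025 against at most 949, 0, 1 and 0. D against E gave 736, 140, 153 and 70 against at most 107, 1, 1 and 1, and the shared DLTs 491 against at most 0. With stage labels exchanged among embryos (100 splits), no other split reached the real count for the totals (4540 against at most 2612) or for falls by the 4-cell stage (1259 against 560). The same held for rises at the 1K-cell stage (957 against 2). For rises at the 4-cell stage 3 of 100 splits reached the real count (701 against at most 891), and at the 64-cell stage 4 did (393 against at most 567). Both shares lay under the bound set for that test, but other splits exceeded the real counts. Chance stayed open for falls at the 64- or 1K-cell stage, where 5 of 100 splits reached the real count of 19 and the highest other split gave 879. Exchanged labels carry the difference between the 1-cell and the later embryos into other steps, so these splits cannot decide on chance for a single step. In all other cases 1 split, the real one, reached the count.

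Between the 1- and 4-cell stages 46 transcripts went from 0 in every embryo to a mean total of at least 100, and 148 went from at least 100 to 0, a signal in transcripts that the paper does not discuss as a group. Against transcription from a growing number of nuclei, totals of the appearing transcripts stayed level, with a median ratio of 0.982 (0.93 to 1.07) from the 4-cell to the 1K-cell stage. The same ratio, 0.982, is what parents that differ between the 1-cell and the later embryos would give, so a difference of parents may explain the pattern, although a change in the embryo that ended by the 4-cell stage would leave the same ratio. Reads shared between listed paralogs stay open for part of the transcripts. Of the 194, only 37 have a listed paralog, and 24 of these have one that moved at least 2-fold the other way. That is 12.4% of the 194 (8.09 to 17.8), between the bounds set for that test. Transcripts without a listed paralog could not be tested in this way, so the share of the 194 may be too low.

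The PGC markers had lower mean totals at the 4-cell than at the 1-cell stage, with 2 of the 8 called. Removing the unequal weights that sections have in plain sums did not reduce the fall: with normalized counts of the same embryos and sections, 0 of the 8 markers had a smaller fall. The 8 markers lie mainly in section E at the 1-cell stage and share its size factors, so they are not 8 separate tests. These factors depend on the composition of a library as well as its depth, so the comparison does not isolate depth. The median log2 change went from -0.9 to -1.49 without 1-cell replicate 3 and from -1.01 to -1.6 over sections A, B, C and E, with 5 and 6 of the 8 called; of these only 6 reached the bound set beforehand for that test. The stage and the parents stay open as sources, untested.

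More transcripts were localized at the 1-cell stage than later. Deeper libraries are argued against by the median total of the 1-cell libraries, 3280000, which is below that of each later stage. A smaller spread between embryos is argued against by the common dispersion, 0.2 at the 1-cell stage against 0.211, 0.177 and 0.171 later. Steeper vegetal-to-animal differences may account for the higher number at the 1-cell stage. Over 17133 transcripts their SD was 0.941 log2 units at the 1-cell stage and 0.725, 0.682 and 0.646 later. This leaves the stage and the parents as open sources of that steepness. A missing section D is argued against for the most variable transcripts, those used for the principal components. Their spread over sections A, B, C and E alone was 1.618 to 1.807 in the 1-cell embryos and at most 1.571 in the later ones.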

How the results depend on the processing

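The sums of normalized counts, the sums over sections A, B, C and E and the DESeq2 calls for altered profiles were tests chosen only after the results were seen; all other alternatives were planned. With 3 embryos per stage and a median of 3881582 counts per library, tests within a stage recovered at most 25% of simulated 2-fold changes. Many differences of that size can therefore be missed, and the counts depend on the tool and on each embryo. Leaving out 1 embryo leaves 2, and the cause of the other shifts was not tested. TMM factors and edgeR's filter on low counts moved no count by more than 1.5 times (37 and 21 results), nor did no count filter (18). No value changed direction under any setting, but only lists and genes called in the main fit were followed. Many of the genes were also picked for large differences with the same sign in every embryo, so a reversal was unlikely beforehand. Of 900 values of gene lists 850 kept and 50 lost their call. For named genes between sections these were 751 and 272 of 1023, and for their totals 1362 and 120 of 1482. A library absent from the counts, section D of 1-cell replicate 3, could not be added, no count filter changes nothing for totals, where all transcripts pass the minimum, and camera was not run on DESeq2.

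DESeq2 gave 4727, 2283, 2886 and 2686 DLTs at the 1-, 4-, 64- and 1K-cell stages (edgeR 2003, 651, 1070 and 1025), 2134, 722, 708 and 476 between D and E, 1219 shared, 1116 vegetal, 680 animal and 540 extremely animal at the 1-cell stage, 504 extremely vegetal at the 4-cell, 241 extremely vegetal and 1036 vegetal at the 1K-cell stage, 590 interaction calls, 172 altered animal profiles (40 gained at the 1K-cell stage, 19 lost), 6811 totals and 52 late falls. An adjusted p under 0.05 gave 3253, 1133, 1863 and 1681 DLTs, 1509, 322, 326 and 153 between D and E, 771 shared, and 425 animal and 274 extremely animal at the 1-cell stage. No replicate block gave 710 DLTs at the 64-cell stage, and 83 and 26 between D and E at the 4- and 64-cell stages. The embryo as replicate block gave 383 interaction calls. The replicate number of the labels as a replicate block across stages gave 1 called PGC marker. Embryos of the same number were hardly more alike across stages than others (median correlation 0.022 against -0.017), and 6 of 12 were most alike with their own number.

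A 3-fold difference in a section gave 720 altered vegetal profiles (6 gained at the 1K-cell stage, 24 from the 4-cell stage, 51 lost, 639 gradual) and 42 animal ones (19 gained from the 4-cell stage). The interaction call alone gave 199 vegetal (0, 0, 19 and 180) and 9 animal (4 gained at the 1K-cell stage, 3 from the 4-cell stage, 2 lost), where edgeR called 1614 interactions at an unadjusted p under 0.05. A mean total above 300 gave 1987 totals, 441 falls by the 4-cell stage, 275, 150 and 102 rises at the 4-, 64- and 1K-cell stages and 3 late falls. A pseudocount of 10 gave 173 rises at the 64-cell stage and 6 late falls. Of the PGC markers, 1 was called without 1-cell replicate 3 in the plain sums, 5 with normalized sums without that embryo and 6 with normalized sums over sections A, B, C and E. PC1 carried 47.2% with variance-stabilized counts and 21% with all transcripts.

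Without 1 embryo at a time, DLTs were 481 (1-cell replicate 1) to 638 (1-cell replicate 2), 77 (4-cell replicate 3) to 295 (4-cell replicate 2), 122 (64-cell replicate 3) to 428 (64-cell replicate 1) and 242 (1K-cell replicate 2) to 272 (1K-cell replicate 3); between D and E 0 (1-cell replicate 1) to 170 (1-cell replicate 3), 2 to 5, 0 to 31 and 0 at every omission; shared 74 (4-cell replicate 3) to 376 (1-cell replicate 2). At the 1-cell stage extremely vegetal calls were 344 to 488, vegetal 117 to 145, animal 8 to 10 and extremely animal 3 to 6; extremely vegetal calls were 62 to 202 at the 4-cell, 77 to 215 at the 64-cell and 67 to 88 at the 1K-cell stage, and vegetal ones 157 to 180 at the 1K-cell stage. Interaction calls were 122 (1-cell replicate 1) to 260 (4-cell replicate 3), late falls 14 (1-cell replicate 1) to 46 (64-cell replicate 2) and called PGC markers 1 (1-cell replicate 2) to 2. Section over all stages stayed at 4506 to 5143, totals at 3495 to 4745, falls by the 4-cell stage at 1041 to 1283, rises at 642 to 687, 331 to 440 and 795 to 1010, and called gene lists at 43 to 53.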

Differences from the paper's values

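Every test in this part was fixed before the data were examined, except sums of normalized counts, other transcripts of a named gene and DESeq2 calls for altered profiles, which were chosen only after the results were seen; counts are at the thresholds that the paper states unless another is named.

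The paper gives 4076 DLTs at the 1-cell stage in its text, where edgeR called 2003 here; an adjusted p under 0.05 (3253) and DESeq2 (4727) come within 1.5 times of it, and the other planned settings do not. At the 4-cell stage 651 stand against the paper's more than 2200, with DESeq2 within 1.5 times (2283) and the others not. At the 64- and 1K-cell stages 1070 and 1025 stand against the paper's more than 2200, with DESeq2 (2886 and 2686) and an adjusted p under 0.05 (1863 and 1681) within 1.5 times and the others not. Shared by all stages were 491 against the paper's 1216, with DESeq2 (1219) within 1.5 times and the other settings not.

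In the animal categories the fewest per stage were 22 against the paper's 284 and the most 178 against the paper's 675; DESeq2 gave 283 and 680, and the other settings stay outside 1.5 times. Vegetal DLTs at the 1-cell stage were 603 against the paper's 1114, with 1116 by DESeq2, 859 at an adjusted p under 0.05 and the rest outside. Extremely vegetal DLTs at the 1K-cell stage were 154 against the paper's 240, with 241 by DESeq2, 187 at an adjusted p under 0.05, 164 without the embryo as a replicate block and the rest outside.

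Altered profiles with a 2-fold difference were 1415 against the paper's 781, with 750 at a 3-fold difference, and altered vegetal profiles 1320 against the paper's 673, with 720 at a 3-fold difference; TMM and the interaction call alone leave both outside 1.5 times. Vegetal profiles gained from the 4-cell stage were 42 against the paper's 77, those that fell gradually 1129 against the paper's 405, and animal profiles lost at the 4-cell stage 11 against the paper's 5, and no planned setting comes within 1.5 times of these 3. The paper grouped profiles by clustering, and the groups here follow a fixed rule on categories.

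Totals altered between stages were 4540 against the paper's 6811, with 6811 by DESeq2, 4745 without 64-cell replicate 2 and the rest outside. With a 3-fold step there were 3014 against the paper's 960, rises 2051 against the paper's 519, rises at the 4-cell stage 701 against the paper's 250, at the 64-cell stage 393 against the paper's 193 and at the 1K-cell stage 957 against the paper's 76, and falls by the 4-cell stage 1259 against the paper's 441. A mean total above 300 gave 902, 527, 275, 150, 102 and 441, a pseudocount of 10 gave 173 for the rises at the 64-cell stage, and the other settings stay outside 1.5 times.

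Rises at the 4-cell stage that were animal at a later stage were 2 against the paper's 14, with 17 by DESeq2 and the rest outside. Rises at the 64-cell stage that were animal at the 1K-cell stage were 0 by edgeR against the paper's 1, and rises at the 1K-cell stage that were animal 1 against the paper's 6, with no setting within 1.5 times of either. Rises at the 1K-cell stage that were vegetal were 13 against the paper's 1, with 1 at a mean total above 300 and the rest outside. Falls that were vegetal at the 1-cell stage alone were 63 against the paper's 28, with 35 at a mean total above 300 and the rest outside, and falls that were vegetal at the 1-cell stage and later 17 against the paper's 33, with 23 at an adjusted p under 0.05, 41 by DESeq2, 35 without 4-cell replicate 3 and the rest outside.

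The next axis after PC1 carried 15.4% of the variance against about 24% in Fig. 1B, read by eye, with variance-stabilized counts within 1.5 times (27.7%) and all transcripts not (11.3%).

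The paper states that the totals of all PGC transcripts decreased significantly after the 1-cell stage, and adds that some of them missed its 3-fold limit. Its Fig. S2A marks degradation of the count only for *grip2*-2, *velo1*-2 and *nanos1*. All 8 means were lower here, and 2 were called; DESeq2 called 3, and sums of normalized counts, chosen after seeing the values, called 5 without 1-cell replicate 3 and 6 over sections A, B, C and E. It gives *prmt1* as a transcript that rose at the 4-cell stage and became animal; of 3 called transcripts, 1 rose from a total of 13.7 to 467.9 at this step, with an adjusted p of 0.121 for section at the 1K-cell stage, and the most abundant had a log2 change of -0.35 and was animal at the 1K-cell stage (-0.46). It gives *rpl12* as synthesized at the 1K-cell stage on the animal side, where that transcript fell by a log2 change of -0.89. It gives *sh3bp4* among transcripts that fell 3-fold, where the change was -1.02. It places *ankhd1* and *akt2* in the animal category and reports RT-qPCR for them as well, which was not analysed here. Section was not called for them in a single stage (adjusted p = 0.0493 and 0.0221 at the 1-cell stage) and was called over all stages (2.8e-06 and 1.5e-08). A missed call in a single stage is no evidence of an even distribution. It finds the differences between sections D and E to be the widest, which holds at the 1-, 4- and 64-cell stages by calls. At the 64-cell stage the calls between D and E were 26 without the embryo as a replicate block. Mean distances there, over the most variable transcripts used for the principal components, were 2.15 between C and D and 2.05 between D and E. At the 1K-cell stage edgeR called 130 transcripts between C and D and 70 between D and E, whereas DESeq2 (463 and 476), calls at an unadjusted p under 0.05 (1865 and 2445) and mean distances (2.1 and 2.14) put D and E farther apart, as the paper does. It reports ribosomal protein transcripts among the rises at the 64-cell stage; 4 such transcripts had a mean at least 3-fold higher with a stage call here, 1 of them called in the test of this step alone, and the list of 74 had a median change of -0.45 (camera adjusted p = 0.244 for an estimated correlation). It finds no cluster of falls at the 64- or 1K-cell stage. Here 19 transcripts fell at least 3-fold, 3 of them at a mean total above 300. With stage labels exchanged among embryos, 5 of 100 splits gave a count as large, the real one included. Such splits cannot decide on chance for a single step. Tested by step, edgeR called 0 transcripts lower from the 4- to the 64-cell stage and 18 from the 64- to the 1K-cell stage. DESeq2 called 21 and 129. The paper's clustering was not analysed here, so its statement stays untested.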

Other observations

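The tests of same-symbol transcripts and the alternatives to the sums of counts were chosen only after the results were seen.

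Genes of mRNA decay lay on both sides: of 42, edgeR called 5, 4, 4 and 2 vegetal and 4, 1, 3 and 3 animal at the 1-, 4-, 64- and 1K-cell stages (6, 4, 4 and 2 vegetal and 6, 3, 5 and 4 animal adjusted over the list alone; camera adjusted p = 0.952, 0.974, 0.958 and 0.952). The deadenylase *parn* had a vegetal-to-animal difference of 3.16 ± 0.108 (SE, adjusted p = 1.4e-07) at the 1-cell and 2.18 ± 0.097 (1.09e-07) at the 1K-cell stage, the CCR4 deadenylase *cnot6* 0.96 ± 0.107 and the decay helicase *upf1* 0.45 ± 0.049 at the 1-cell stage, while *smg1*, the kinase of nonsense-mediated decay, had -0.63 ± 0.059 and the helicase *ddx6* -0.34 ± 0.045 at the 1K-cell stage. Of 49 kinesins and dyneins, 4, 1, 4 and 3 were vegetal and 4, 1, 9 and 5 animal (4, 3, 4 and 3 vegetal and 6, 6, 12 and 6 animal adjusted over the list alone; camera adjusted p = 0.334, 0.0308, 0.00575 and 0.144, with 0.592, 0.491, 0.446 and 0.592 for an estimated correlation), with *dync1h1*, the heavy chain of cytoplasmic dynein, at -1.05 ± 0.054 and *kif13b* at 0.95 ± 0.077. Of 56 centrosome and spindle genes, 3, 1, 2 and 2 were vegetal and 6, 5, 6 and 7 animal (3, 1, 3 and 2 vegetal and 7, 8, 12 and 8 animal adjusted over the list alone; camera adjusted p = 0.0695, 0.0231, 0.044 and 0.198, with 0.244, 0.501, 0.519 and 0.374 for an estimated correlation), with *cep192*, which builds the pericentriolar material, at -1.11 ± 0.05 (5.2e-07), *pcm1* at -0.65 ± 0.072 and *aspm* at 0.73 ± 0.038 (1K-cell stage, 3.81e-07).

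Of 41 proteasome subunits edgeR called 0, 1, 3 and 2 animal (0, 0, 4 and 5 adjusted over the list alone; camera adjusted p = 0.0682, 0.00623, 9.57e-06 and 0.00142, with 0.661, 0.642, 0.348 and 0.561 for an estimated correlation), with *psmb7* at -0.54 ± 0.068 at the 64-cell stage; of 60 translation factors 4, 1, 6 and 1 (5, 1, 10 and 0 adjusted over the list alone; camera adjusted p = 0.0797, 0.0139, 0.0018 and 0.0171, with 0.55, 0.491, 0.244 and 0.524 for an estimated correlation), with *eif1ax* at -0.56 ± 0.067. Among 62 splicing genes 5, 0, 0 and 1 were vegetal and 2, 1, 0 and 2 animal (camera adjusted p = 0.636, 0.583, 0.00509 and 0.0664, with 0.859, 0.856, 0.262 and 0.559 for an estimated correlation), with *hnrnpul2* at 1.05 ± 0.12 and *hnrnpk* at -0.54 ± 0.058 (1K-cell stage). Cyclins and mitotic genes gave 2 vegetal at each stage, *ccnf* (2.99 ± 0.106 at the 1-cell stage) among them, and 4, 1, 2 and 5 animal, *bub1b* among them (-0.57 ± 0.064 at the 1K-cell stage; camera adjusted p = 0.958, 0.349, 0.265 and 0.0162, the last 0.491 for an estimated correlation). Histones gave 2 vegetal at the 1-cell stage (camera adjusted p = 0.573), *hist2h4a* at 0.54 ± 0.088 among them. Early zygotic genes gave 0, 1, 2 and 3 vegetal (camera adjusted p = 0.874, 0.198, 0.0797 and 0.0424, the last 0.244 for an estimated correlation), with *tbxt*, the mesoderm factor brachyury, at 1.36 ± 0.217 at the 1K-cell stage (0.00196). The 3 follicle and gonadal markers rose as a set from the 64- to the 1K-cell stage (camera adjusted p = 2.3e-11, and 0.0227 for an estimated correlation), with 1 of the 3, *krt8*, called over all transcripts and 3 adjusted over the list alone. The blood list had 2 measured members and was not tested; *ptprc*, a leukocyte marker, fell from a total of 289.5 to 6.75 at the 4-cell stage.

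Subunits of oxidative phosphorylation and of the proteasome had median log2 changes in totals from the 4- to the 64-cell stage of -0.31 (camera adjusted p = 6.49e-17, and 0.374 for an estimated correlation) and -0.18 (1.32e-06, and 0.561). Of the 126 camera tests 50 were called at the preset correlation and 1 at an estimated one.

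Transcripts of the same symbol were set against each other where 1 of them went to or from 0 between the 1- and 4-cell stages. Of the 73 with another transcript of their symbol, 45.2% (33.5 to 57.3) had one that moved at least 2-fold the other way, against a median of 16.4% and a highest value of 30.1% over 1000 draws of other transcripts, so counting of the same RNA on another transcript may account for part of the group and cannot be told apart from parents with different alleles. For *ap2b1*, 1 transcript went from 2245 to 0 while another rose from 332.8 ± 17.5 (SD, n = 3) to 1553 ± 89.1 (adjusted p = 2.64e-07). Over the 33 with a partner that moved the other way, the summed total of the symbol changed by a median ratio of 0.903. These 33 were picked for opposite movement, so a ratio near 1 is partly built in.

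Parents that differ within a stage would leave the same embryo odd in many transcripts that are at 0 in some embryos and abundant in others. The highest share of 1 embryo was 47.7% (38.1 to 57.5), 1-cell replicate 3 in 52 of 109 transcripts, an interval that spans the bound of that test, so such parents may be present and cannot be told apart from 1 odd embryo; its total also lacks section D.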
